# Whole transcriptome sequencing identifies key circRNAs, lncRNAs, and miRNAs regulating neurogenesis in developing mouse retina

**DOI:** 10.1186/s12864-021-08078-z

**Published:** 2021-10-30

**Authors:** Gang Chen, Hong-Mei Qian, Jing Chen, Jie Wang, Ji-Tian Guan, Zai-Long Chi

**Keywords:** Whole-transcriptome sequencing, circRNA, lncRNA, miRNA, Neurogenesis, Retina development, Bioinformatics analysis

## Abstract

**Background:**

The molecular complexity of neural retina development remains poorly studied. Knowledge of retinal neurogenesis regulation sheds light on retinal degeneration therapy exploration. Therefore, we integrated the time-series circRNA, lncRNA, miRNA, and mRNA expression profiles of the developing retina through whole-transcriptome sequencing. The key functional ncRNAs and the ceRNA network regulating retinal neurogenesis were identified.

**Results:**

Transcriptomic analysis identified circRNA as the most variable ncRNA subtype. We screened a series of neurogenesis-related circRNAs, lncRNAs, and miRNAs using different strategies based on their diversified molecular functions. The expression of circCDYL, circATXN1, circDYM, circPRGRIP, lncRNA Meg3, and lncRNA Vax2os was validated by quantitative real-time PCR. These circRNAs and lncRNAs participate in neurotransmitter transport and multicellular organism growth through the intricate circRNA/lncRNA-miRNA-mRNA network.

**Conclusion:**

Whole-transcriptome sequencing and bioinformatics analysis systematically screened key ncRNAs in retinal neurogenesis. The validated ncRNAs and their circRNA/lncRNA-miRNA-mRNA network involve neurotransmitter transport and multicellular organism growth during retinal development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08078-z.

## Background

As an essential part of the central nervous system, the retina serves to transform light signals into electric pulses [1]. Its development process consists of multistage cell proliferation and differentiation with delicate control of spatiotemporal gene expression [2, 3]. Any perturbation in the gene regulatory network may bring about a cascade effect, disturbing retinal development and inducing visual loss [4]. Knowledge of gene expression regulation is the kernel of the development process, which may aid us in understanding retinal development disorders and degeneration diseases.

Noncoding RNAs (ncRNAs), including miRNAs, circRNAs, and lncRNAs, play vital roles in physiological retinal development, homeostasis, and function [5, 6]. Different classes of ncRNA function differently [2]. miRNAs can regulate gene expression by degrading mRNAs with corresponding miRNA response elements (MREs) [7]. Previous research has investigated their dynamic expression patterns in the developing mouse retina. Torre et al. discovered that three miRNAs, let-7, miR-125, and miR-9, are indispensable for progenitor identity maintenance during retinal development [8, 9]. In contrast, lncRNAs are multifunctional factors in transcriptional and posttranscriptional regulation, such as nuclear topological organizers, chromatin epigenetic state modifiers, or competitive endogenous RNA decoys [10]. Their time-series expression alterations during the development of six ocular tissues have been characterized [11]. Coexpression analysis can successfully infer functional lncRNAs regulating mRNAs. Ren et al. conducted a comprehensive coexpression analysis of lncRNAs and mRNAs in traumatic brain injury patients, providing novel insight for lncRNAs in human neuron injury [12]. Moreover, lncRNAs prominently affect neuron development by sponging miRNAs [13, 14]. In addition, circRNAs are endogenous ncRNAs with a closed-loop structure, which guarantees their high stability [6, 15, 16].. They can sponge miRNAs to alleviate target mRNA degradation in multiple cellular biological processes and diseases, including cancer and neurodegenerative disorders [17]. Jing et al. unravelled the circular transcriptome in the developing mouse retina and highlighted circTULP4 and circHIPK2 as significant miRNA sponges [18]. Recent studies further investigated ncRNAs participating in abnormal retinal development or degenerative diseases. The pathological circRNA profile of retinal neovascularization and chronic ocular hypertension model partially illustrated the pathogenesis [19, 20]. Retinitis pigmentosa is a group of retinal genetic disorders with developmental abnormalities that cause irreversible visual loss [21, 22]. Related investigation profiled miRNAs and lncRNAs in retinal cells under different stress conditions [23–25]. They screened pivotal ncRNAs in retinitis pigmentosa progression and investigated their underlying pathological mechanism. The ncRNA regulation mechanism of physiological retinal development can be a reference to abnormal retinal development and degenerative disease, which may facilitate related research in the future.

However, a time-series transcriptomic analysis integrating circRNA, lncRNA, miRNA, and mRNA profiles in developing the retina has not yet been performed. The crosstalk of multiple ncRNAs in retinal neurogenesis regulation remains poorly elucidated.

Here, we performed whole-transcriptome sequencing of developing mouse retinas in E14.5, P1, P7, P12, P17, and adult mice. The expression profiles of circRNAs, lncRNAs, miRNAs, and mRNAs were comprehensively characterized. Using various bioinformatics tools, we systematically identified key circRNAs, lncRNAs, and miRNAs related to retinal neurogenesis and partially unravelled the underlying regulatory network.

## Results

### Multiclass transcriptomic landscape of retina development

It is acknowledged that the mouse retinal cell types almost develop from E12 to P7. Thus, E14.5, P1, and P7 were selected to represent the primary development stage in this study. To further understand the differentiation and maturation of neuroretinal cells, we have also added three time points P12, P17, and P60 (adult )[26]. At the six developmental time points, we constructed three RNA libraries from the retina to profile four classes of RNA. 

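There was 1 library of each type per stage, 18 in all, and no replicates, so the spread within a stage could not be measured. The deposited tables hold read counts per noncoding transcript, back-splice reads per circRNA and reads per mature miRNA. No mRNA table was used here, so the mRNA profile was not analysed here. Counts of noncoding transcripts were summed per gene. Expression was given in RPM, the unit of the paper. The library total behind it was the one implied by the deposited RPKM values for lncRNAs, the back-splice reads for circRNAs and the miRNA reads for miRNAs. Transcripts with an RPM above 1 in at least 3 of the 6 libraries of a type were retained. P12, P17 and adult, called the late stages here, were compared with E14.5, P1 and P7, the early stages. For a single transcript, 3 late against 3 early libraries were compared by a two-sided exact permutation test, whose smallest possible p is 0.1. Across all retained transcripts of a table, edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was applied to a quadratic trend in stage order, and separately to late against early stages. Without replicates, the error in the trend came from departures from the fitted curve. For late against early stages it came from the spread among different stages, which includes development within a period. These p-values therefore do not measure variation between animals.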

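The library totals implied by the deposited RPKM values ran from 26302317 reads at P17 to 37538273 at E14.5 in lncRNA-seq. Whether these totals count reads, read pairs or assigned fragments is not stated, and the RPM of lncRNAs rests on them. In sRNA-seq, between 11426320 (P1) and 12759995 (P7) reads were counted on miRNAs. The circRNA-seq tables held 200299 back-splice reads at E14.5, 335240 at P1, 333394 at P7, 434118 at P12, 839994 at P17 and 841401 in adult, a 4.20-fold range. The sequenced reads implied by the deposited circRNA RPM values varied far less, from 94500000 at E14.5 to 108710000 at P12. Back-splice reads therefore made up 0.212% of the sequenced reads at E14.5, 0.311% at P1, 0.337% at P7, 0.399% at P12, 0.832% at P17 and 0.812% in adult. At these depths a count of 0 left up to 0.114 RPM open for a lncRNA at P17, where 3 reads are taken as the 95% limit. For circRNAs no such limit holds, since 166 of 4201 counts between 2 stages with many reads were 0 where at least 50 reads were expected.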

LncRNA-seq, circRNA-seq and sRNA-seq successfully obtained 100,857,676, 102,423,426 and 12,423,426 reads from the developing retina on average, comprising at least 95.77% of Quality 20 (Q20) reads and 90.51% of Q30 reads. After normalization and filtration, we successfully detected 13,647 mRNAs, 2600 lncRNAs, 27,319 circRNAs, and 704 miRNAs in total. 

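In the deposited counts, 2076 lncRNA genes, 18856 circRNAs and 635 miRNAs had an RPM above 1 in at least 3 libraries. The requirement of at least 1 read in any library gave 10822 lncRNA genes, 46959 circRNAs and 1441 miRNAs. With an RPM above 1 in at least 2 libraries, the numbers were 2679, 27319 and 704. At least 10 counts in at least 3 libraries were reached by 3675 lncRNA genes, 6813 circRNAs and 663 miRNAs. Every circRNA with reads in a library had at least 2, so an RPM above 1 was met by each circRNA that was detected at all.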

The annotations showed that most lncRNA-seq and circRNA-seq reads could be mapped to coding DNA sequences (CDSs), and miRNAs were the dominant class of small RNAs in small RNA sequencing (Supplementary Fig. 1). The average lengths of the mRNAs, lncRNAs, and circRNAs were 4552, 2915, and 703 nts, respectively. 

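The 2104 lncRNA transcripts with an RPM above 1 in at least 3 libraries had a mean length of 2749 nt and a median of 2140 nt, by the lengths listed with the counts. For 17761 of the 18856 retained circRNAs (94.2%), both ends of the back-splice were exon ends of 1 GENCODE transcript. Joining the exons between those ends gave a mean length of 673 nt and a median of 529 nt, with a median of 4 exons. Inner exons that are skipped cannot be seen from the back-splice positions.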

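The median RPM of the retained lncRNAs was 1.44 at E14.5, 1.62 at P1, 2.90 at P7, 1.39 at P12, 3.99 at P17 and 3.19 in adult. For the retained miRNAs it fell from 51.2 at E14.5 and 41.8 at P1 to 19.7 at P7, 16.0 at P12, 18.7 at P17 and 15.7 in adult. After TMM scaling of the library totals, the miRNA medians lay between 22.0 (P12) and 26.1 (P1), and the lncRNA medians between 2.02 (P12) and 2.63 (P17). The retained circRNAs had a median of 0 at E14.5, where most of them had no reads, and of 10.7 to 12.0 RPM at the other stages.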

Their similar normalized expression values in six stages supported the subsequent analysis (Supplementary Fig. 1). Next, we evaluated the variability of four RNA developmental profiles by transcript numbers and correlation coefficients. The numbers of circRNAs were significantly increased from 10,234 in E14.5 to 22,703 in adults, while the numbers of mRNAs, lncRNAs and miRNAs remained stable (Fig. 1a). 

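At least 1 read was found for 11133 circRNAs at E14.5, 16971 at P1, 16507 at P7, 18295 at P12, 28275 at P17 and 28797 in adult, so the adult library held 2.59 times as many as the E14.5 library. The counting rule that moved this ratio most was downsampling every library to the back-splice reads of E14.5 while keeping the minimum of 2 reads found in the deposited table, a rule chosen after the data were seen. It gave a ratio of 1.285, with 11133 circRNAs at E14.5, 13802 at P1, 13414 at P7, 13089 at P12, 14442 at P17 and 14304 in adult. Downsampling with a minimum of 1 read gave a ratio of 1.96. There E14.5 kept its deposited minimum of 2 reads while 1 read was enough in adult, so that ratio is not at an equal floor. Among the circRNAs with an RPM above 1 in at least 2 libraries, also examined after the data were seen, 10234 were detected at E14.5, 22703 at P17 and 21447 in adult. LncRNA genes with at least 1 read numbered between 6199 (E14.5) and 7624 (P17), and the adult to E14.5 ratio was 1.14. It was 1.62 for lncRNA genes with an RPM above 1 (1497 at E14.5 and 2419 in adult), a rule chosen for lncRNAs after the data were seen. The number of miRNAs with at least 1 read fell from 1250 at E14.5 to 1006 in adult, a ratio of 0.805. Among transcripts with an RPM above 1 in at least 2 libraries, a choice made after the data were seen, the ratio was 1.05 for lncRNAs and 0.967 for miRNAs.

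**Figure D1:**
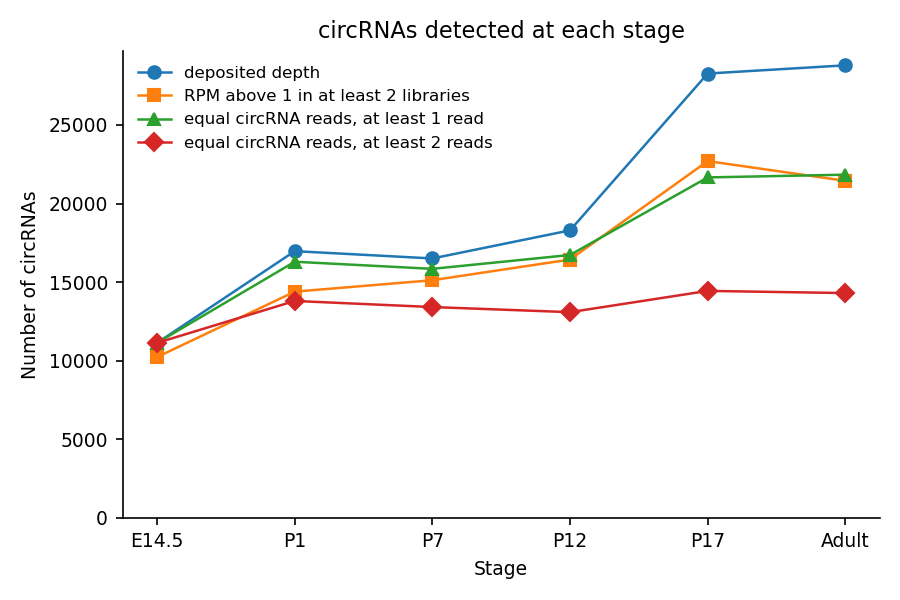
Number of circRNAs (y axis) detected at each of the 6 stages (x axis, 1 library each) under 4 counting rules, with 1 line per rule. The lines start between 10234 and 11133 at E14.5 and at P17 reach 28275, 22703, 21664 and 14442.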

The correlation heatmap further indicated that the mRNA profile had the lowest correlation coefficients during development, followed by circRNAs, with a minimum of 0.55 in E14.5 and P17 (Fig. 1b-e). 

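Pearson correlations of RPM were computed for the 15 pairs of stages in each class, across transcripts, which are not independent replicates. The lowest value was 0.548 for circRNAs (E14.5 and P17; 95% interval 0.538 to 0.558), 0.425 for lncRNAs (P1 and P17; 0.389 to 0.459) and 0.501 for miRNAs (E14.5 and adult; 0.441 to 0.557). The median over the 15 pairs was 0.768 for circRNAs, 0.710 for lncRNAs and 0.778 for miRNAs. The measure that moved the circRNA minimum most was the Pearson correlation of log2(RPM + 0.1), at 0.153, against 0.336 for lncRNAs and 0.735 for miRNAs. Spearman correlations had minima of 0.289, 0.294 and 0.698 in the same order. Without the 10 most abundant transcripts of each class, the minima were 0.460 for circRNAs, 0.296 for lncRNAs and 0.593 for miRNAs. Over all genes of the noncoding table in place of lncRNAs, a choice made after the data were seen, the lowest Pearson correlation was 0.949 (P7 and P12). These genes include 5 abundant RNAs, not counted as lncRNAs here, that took 37.8% (P7) to 61.83% (P12) of a library. A few such values can set a Pearson correlation of RPM, so 0.949 does not describe lncRNAs. The lncRNA values did not follow the order of the stages, with 0.951 for E14.5 and P12 but 0.425 for P12 and P17. From the numbers of transcripts and the correlations, the paper concludes that circRNAs are the most variable ncRNAs in the developing retina.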

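The test of the trend over the 6 stages gave an adjusted p under 0.05 for 221 of 2076 lncRNAs, 223 of 18856 circRNAs and 446 of 635 miRNAs. A negative binomial regression with theta fixed at 10 gave 974 lncRNAs, 9007 circRNAs and 416 miRNAs. Variants of it chosen after the data were seen, on the 2679 lncRNAs and 27319 circRNAs retained in at least 2 libraries, gave 1411 lncRNAs and 15101 circRNAs on counts, and 309 and 20231 on RPM values. A Gaussian regression on RPM values gave 0 lncRNAs (235 at an unadjusted p under 0.05), 5 circRNAs and 297 miRNAs. The circRNA count rested on single libraries, since it was 0 without E14.5, 0 without P7, 1 without P17, 1 without adult, 36 without P12 and 1946 without P1 (at an unadjusted p under 0.05, 2058 without E14.5 and 2753 without P7). The lncRNA count was 73 without E14.5, 108 without P1, and between 154 and 274 without any other library. That of miRNAs stayed between 357 and 434. In the comparison of late with early stages, 79 miRNAs (37 higher late, 42 lower), 0 lncRNAs and 0 circRNAs had an adjusted p under 0.05, with 327 lncRNAs and 2989 circRNAs at an unadjusted p under 0.05. Change within a period adds to the error of this test, so 0 calls do not mean no change. With library totals in place of TMM, 221 miRNAs had an adjusted p under 0.05, 36 higher late and 185 lower. The miRNA count was 176 without P7, 165 without P12 and 0 without any of the other 4 libraries (145 to 177 at an unadjusted p under 0.05). The lncRNA count was 186 without P7 and 8 without P12. Late and early libraries did not overlap for 146 higher and 145 lower lncRNAs (14.0%), 3016 higher and 2040 lower circRNAs (26.8%) and 56 higher and 261 lower miRNAs (49.9%), where chance gives 10%. With TMM, the shares without overlap were 21.2%, 27.6% and 49.45%, beside the same 10% by chance. The direction of the changes depended on the scaling. The median log2 ratio of late to early RPM was 0.44 for lncRNAs, -0.08 for circRNAs and -1.09 for miRNAs with library totals, and 0.04, 0.41 and -0.04 with TMM. Among the 446 miRNAs with a trend, 163 were higher and 283 lower late with library totals, against 232 and 214 with TMM. Of the lncRNAs with a trend, 152 were higher late and 69 lower, and of the circRNAs 182 and 41; TMM moved both splits by less than 10 points. Among transcripts with a trend and no overlap, the log2 increases were largest for the lncRNAs A930036K24Rik (9.77), Pitpnm2os2 (8.50) and Gm30286 (6.23), and the decreases for LOC108167326 (-6.55), H19 (-4.74) and Gm42743 (-4.46). Pitpnm2os2 is annotated as an antisense transcript, and the strand of the reads is not stated. Among circRNAs, 1 each of Rims2, Prkd1 and Pde6a had no reads in the early libraries and late means of 2578, 884 and 341 RPM. Another circRNA of Rims2 had 199, 199 and 352 reads at E14.5, P1 and P7. Of Uhrf1, Plagl1 and Brip1, 1 circRNA each had no reads in the late libraries and early means of 238, 190.5 and 171 RPM. As stated above, a count of 0 does not bound the level of a circRNA. In miRNAs, miR-29a-3p (6.62), miR-344d-3-5p (5.55) and miR-211-3p (5.28) rose most on the log2 scale, while miR-449c-5p was at least 31.7-fold lower and miR-18a-5p and miR-216b-5p both changed by -5.54.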

Through single time-series differential expression analysis, we identified 10,336 mRNAs, 1755 lncRNAs, 17,468 circRNAs, and 649 miRNAs across six time points of development (Fig. 1f-i).

**Fig. 1:**
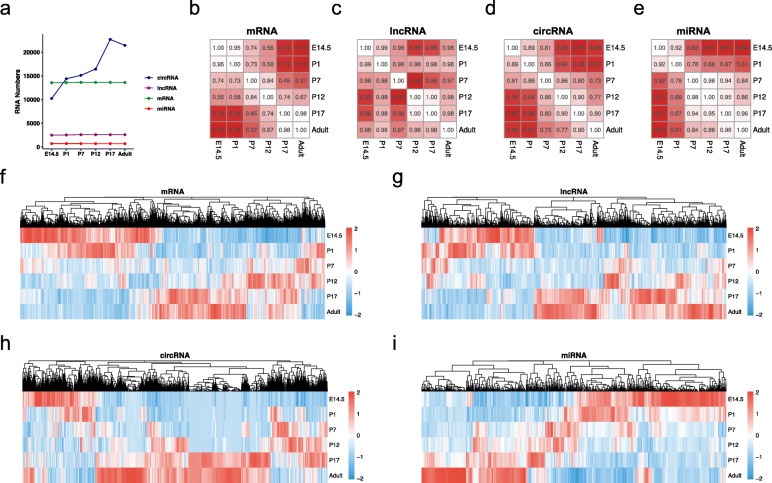
Characteristics of the multiclass transcriptome during retinal development. **(a)** Multiclass RNA numbers identified in six developmental stages. **(b-e)** Canonical correlation heatmap of four transcriptomes in the developing retina. **(f-i)** Heatmap of differentially expressed mRNAs, lncRNAs, circRNAs, and miRNAs identified by time-series analysis

### Identification of key circRNAs related to retinal neurogenesis

We visualized the intersection of circRNAs in six developing retinas (Fig. 2a). 

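At least 1 read in all 6 libraries was found for 1999 of the 2076 retained lncRNA genes (96.3%; 95% interval 95.4 to 97.0%), 4502 of the 18856 retained circRNAs (23.9%; 23.3 to 24.5%) and 624 of the 635 retained miRNAs (98.3%; 96.9 to 99.0%). Retaining transcripts with an RPM above 1 in at least 2 libraries, a choice made after the data were seen, moved the shares most, to 90.4%, 16.5% and 95.45%, and left the 4502 circRNAs unchanged in number. After downsampling to equal back-splice reads, 21.2% of the retained circRNAs had at least 1 read in every library. Of the other circRNAs, 5462 were detected in exactly 3 libraries, 4446 in 4 and 4446 in 5. Detection was limited to the 3 late libraries for 1660 circRNAs and to the 3 early libraries for 195. The shares of the classes were not taken at an equal floor. In the smallest libraries, 3 reads make 15.0 RPM for a circRNA and 0.114 RPM for a lncRNA. Downsampling evens depth between stages, not between classes, so the gap between classes can reflect depth.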

The results revealed that only 4502 circRNAs (16.47%) were constantly expressed, while most mRNAs (98.46%), lncRNAs (93.53), and miRNAs (95.45%) were consistently transcribed during retinal development (Supplementary Fig. 2). The stacked bar plot demonstrated the splicing diversity of circRNAs in the development process, especially in the later stages (Fig. 2b). 

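The mean number of circRNA isoforms per host gene rose from 2.73 at E14.5 to 4.94 in adult. After downsampling to the back-splice reads of E14.5 the adult mean was 4.18. It was 3.34 with downsampling and at least 2 reads, a rule chosen after the data were seen. The share of host genes with a single circRNA fell from 46.0% at E14.5 to 32.4% in adult. Ehmt1 gave rise to the most isoforms at E14.5, with 26; this host gene was picked after its values were seen.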

Approximately 20% of genes could be transcribed and spliced into more than seven circRNA isoforms in the adult retina compared to 10% in the E14.5 retina. 

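At least 7 circRNA isoforms were detected for 344 of 4073 host genes at E14.5 (8.45%; 95% interval 7.63 to 9.34%), 13.1% at P1, 13.3% at P7, 14.7% at P12, 21.1% at P17 and 1294 of 5827 host genes in adult (22.2%; 21.2 to 23.3%). With more than 7 isoforms required, the shares were 6.02% at E14.5 and 18.65% in adult. Downsampling with the minimum of 2 reads, chosen after the data were seen, moved the adult share most, to 12.35%, which still lay above the interval at E14.5. The paper sets the greater number of isoforms beside the increasingly complex cell composition of the retina.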

To screen the circRNAs with cognate neurogenesis genes, we downloaded the gene list of nervous system development terms (GO:0007399) from Gene Ontology Resource [27]. Splicing isoform analysis revealed that nervous system development (NSD) genes produced more circRNA isoforms than other genes (Fig. 2c). 

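A mean RPM above 1000 over the 6 libraries was reached by 106 circRNAs. The mean of the late libraries was more than 1.5 times that of the early libraries for 34 of them, and the reverse held for 30. The split changed with the scaling of the libraries: with TMM-scaled totals, 52 circRNAs were higher and 14 lower among 105, and 48 circRNAs passed under both scalings. Scaled to all sequenced reads in place of back-splice reads, a choice made after the data were seen, 74 were higher and 10 lower. Adult over E14.5 in place of the period means gave 35 higher and 39 lower. When each library was left out in turn, 29 to 38 circRNAs were higher and 24 to 39 lower.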

Finally, we screened 66 candidate key circRNAs by the expression threshold and fold change, which included 54 upregulated circRNAs and 14 downregulated circRNAs (Fig. 2d). 

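The circRNAs shown in Fig. 2e were taken as the circRNAs of each host gene with the highest mean RPM. Of the 21, 20 had a mean RPM above 1000, and circUNC79 had 958. In the late stages 15 were higher and 6 lower than in the early stages, against 16 and 5 with TMM and 13 and 7 for adult over E14.5, where circUNC13B-2 had no reads at either stage; both settings were chosen for this figure after the data were seen. The libraries of the periods did not overlap for 8 higher and 5 lower circRNAs (exact permutation test, p = 0.1 for each), where chance gives 10%. A trend over the stages was found for 11 in the test over all circRNAs and for 15 adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. The highest mean RPM was that of circGIGYF2, at 9210. Between E14.5 (49.9 RPM) and adult (7840 RPM), circANO2-1 rose 157-fold (edgeR's quasi-likelihood test of the trend, adjusted p = 0.000909). circRIMS2-1 had no reads at E14.5, P1 and P7, and 148, 1622 and 4596 reads at P12, P17 and adult. circTTC3-2 and circTMEFF1-1 changed by -2.50 and -2.12 on the log2 scale of late over early (adjusted p = 0.177 for both in that comparison, and 0.0179 and 0.0229 for the trend). Some single libraries held no reads, since circMED13L had 0 at P12 beside 1611 RPM at P7 and 2871 RPM at P17, and circUNC13B-2 had 0 in adult after 2837 RPM at P17.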

Integrating with the NSD gene list, we identified 21 circRNAs as key regulators of retinal neurogenesis (Fig. 2e).

**Fig. 2:**
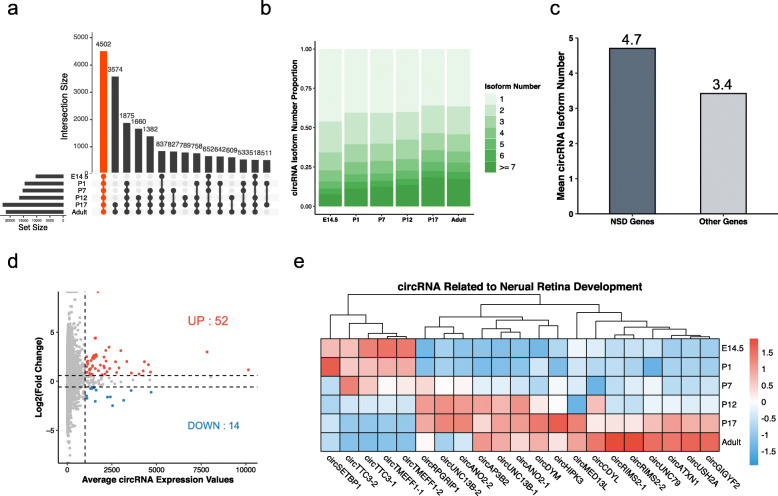
Identification of key circRNAs with cognate nervous system development genes. **(a)** UpSet plot of identified circRNA intersections across six stages. **(b)** circRNA isoform numbers during retinal development. **(c)** Average circRNA isoform numbers of nervous system development genes and other genes. **(d)** Scatterplot of circRNAs filtered by log2(fold change) and average expression values. **(e)** Heatmap of key circRNAs with cognate nervous system development genes

### Identification of key lncRNAs related to retinal neurogenesis

To investigate neurogenesis-related lncRNAs, we first analysed NSD gene expression patterns in the developing mouse retina. Remarkably, the NSD genes showed higher expression values and increasing patterns during development (Fig. 3a). By coexpression analysis between the differentially expressed lncRNAs and NSD genes in our experimental dataset and GSE101986, we identified 346 coexpressed lncRNAs with NSD genes. Most coexpressed lncRNAs had low expression (RPM < 10). 

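Of the 30 lncRNAs shown in Fig. 3d, 25 are in the table of noncoding transcripts, and Rpl10a-ps1, Dynlt1-ps1, Gm11223, Gm10275 and Rps16-ps2 are not. The mean RPM over the 6 libraries was above 25 for 22 of the 25, from 28.8 for Vax2os to 762 for Mir124a-1hg, and for 21 with TMM-scaled totals. The other 3 were H19 with a mean of 18.1 RPM, Tug1 with 13.4 and Miat with 6.37.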

We defined 30 high-abundance coexpressed lncRNAs as regulators of neural retina development with average expression values over 25 RPM (Fig. 3b, c). The heatmap showed that 17 key lncRNAs, including Meg3, Uckl1os, Vax2os, Platr1,7, and Peg13, were upregulated, and 13 key lncRNAs, including Tug1, H19, Miat, and Six3os1, were downregulated during retinal development (Fig. 3d).

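Of the 25 lncRNAs in the table, 17 had a higher mean RPM in the late than in the early stages and 8 a lower one, and these numbers were 17 and 8 with TMM and for adult over E14.5 as well. The libraries of the periods did not overlap for 6 higher and 7 lower lncRNAs, where chance gives 10%. A trend was found for 13 in the test over all transcripts of the table and for 14 adjusted over the list alone, which the study had chosen on these libraries and which is therefore not independent evidence. Uckl1os rose from 0.133 RPM at E14.5 to 263 RPM in adult (edgeR's quasi-likelihood test of the trend, adjusted p = 0.00164), and Platr17 from 4.13 to 362 RPM (trend, adjusted p = 0.0129). Peg13 rose from 110.0 to 482 RPM, with an adjusted p of 0.66 for the trend. Among the lncRNAs that fell, the log2 ratio of late to early was -3.66 for Miat, -1.40 for Six3os1 and -0.52 for Tug1. The adjusted p of that comparison was 0.129 for Miat, 0.258 for Six3os1 and 0.43 for Tug1, and that of the trend 0.00524, 0.0429 and 0.366. Uckl1os, Vax2os, Tug1, AI847159, 1110002L01Rik and 4933431E20Rik are annotated as antisense transcripts, and the strand of the reads is not stated, so reads of the opposite strand cannot be excluded for them. By their coexpression with nervous system development genes and their abundance, the paper defines these lncRNAs as regulators of neural retina development.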

**Fig. 3:**
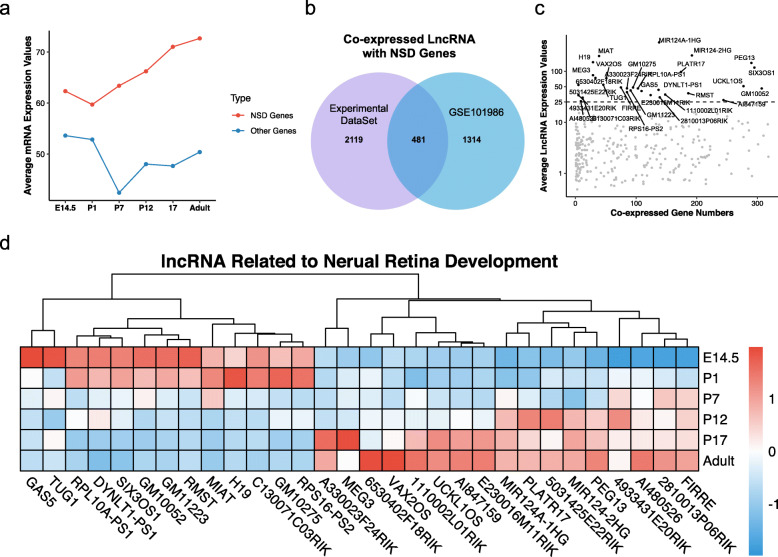
Identification of key coexpressed lncRNAs with nervous system development genes. **(a)** Average mRNA expression values of nervous system development genes and other genes. **(b)** Venn plot of coexpressed lncRNA numbers with nervous system development genes in our experimental dataset and GSE101986. **(c)** Scatter plot and expression filtration of coexpressed lncRNAs. **(d)** Heatmap of key lncRNA expression during retinal development

### Identification of key miRNAs related to retinal neurogenesis

miRNAs are known to regulate gene expression through miRNA response elements. Here, we predicted the MRE of NSD genes to discover the regulatory miRNAs in retinal neurogenesis. Combining miRanda and TargetScan, 170 miRNAs were discovered to have retinal neurogenesis regulation ability (Fig. 4a). We investigated their expression patterns during retinal development. The 170 miRNAs had more prominent expression levels than the others, and they were significantly upregulated during retinal development (Fig. 4b). Their average expression levels and NSD gene regulation ability were visualized in a scatter plot. 

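All 34 miRNAs shown in Fig. 4d had a mean RPM above 1000 over the 6 libraries, with library totals and with TMM. Their means ran from 1154 RPM for miR-19b-3p to 114300 RPM for miR-182-5p. miR-182-5p, miR-183-5p and miR-96-5p, of which the first and last are in Fig. 4d, together took 2.95% of the miRNA reads at E14.5, 7.79% at P1, 30.4% at P7, 35.0% at P12, 30.1% at P17 and 29.1% in adult.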

With the NSD gene numbers and expression level criteria, we identified 34 miRNAs as retinal neurogenesis regulators (Fig. 4c). 

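With library totals, 16 of the 34 miRNAs were higher and 18 lower in the late than in the early stages. With TMM, 25 were higher and 9 lower, and adult over E14.5 gave 17 higher and 17 lower. The 9 miRNAs that were lower in the first case and higher with TMM were let-7a-5p, let-7d-5p, let-7e-5p, miR-9-5p, miR-16-5p, miR-30c-5p, miR-30e-5p, miR-101b-3p and miR-148a-3p. The log2 ratio of late to early was -0.63 for miR-16-5p with library totals and 0.23 with TMM, and with library totals its libraries of the 2 periods did not overlap (exact permutation test, p = 0.1). miR-29a-3p had 18.9 RPM at E14.5, 31.4 at P1, 49.6 at P7, 96.5 at P12, 1045 at P17 and 8658 in adult, a 457-fold rise (trend, adjusted p = 9.52e-07). miR-124-3p rose by a log2 ratio of late to early of 3.45 (4.15 with TMM; adjusted p = 0.0459 for late against early and 3.10e-06 for the trend). Of the 34 miRNAs, 31 had an adjusted p under 0.05 in the trend, over all miRNAs and adjusted over the list alone alike, and the study chose the list on these libraries, so the second is not independent evidence. Late and early libraries did not overlap for 6 higher and 11 lower miRNAs, where chance gives 10%.

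**Figure D2:**
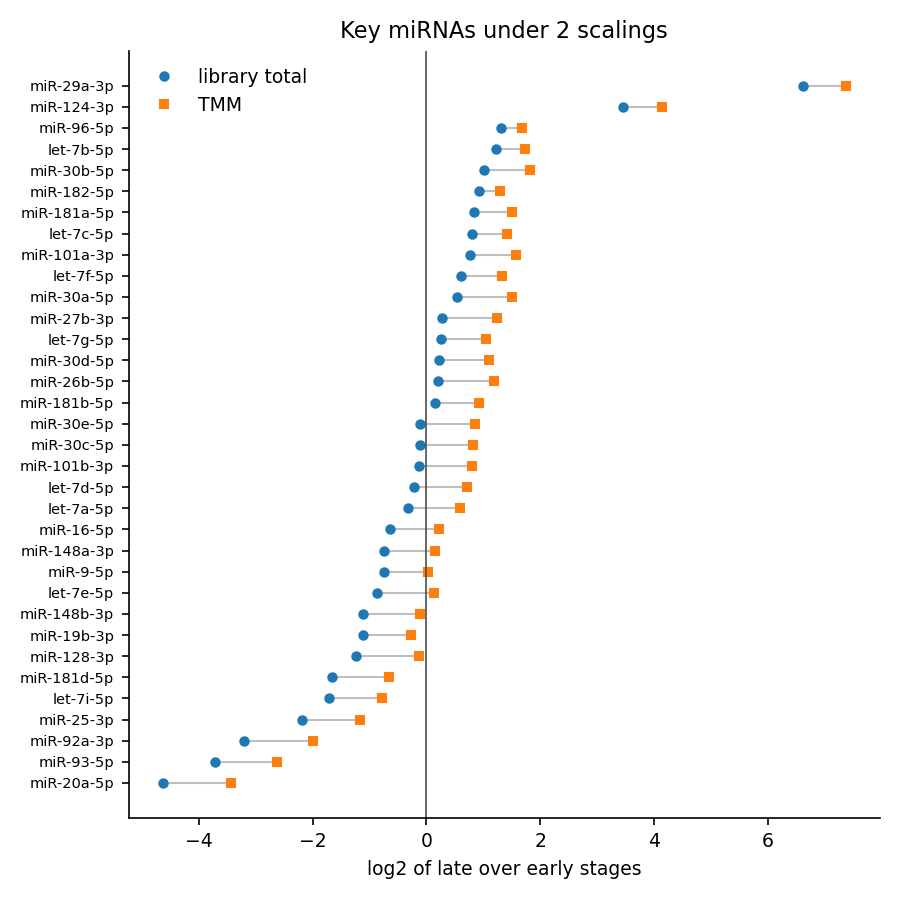
Log2 ratio of mean RPM in P12, P17 and adult to that in E14.5, P1 and P7 (x axis) for the 34 miRNAs of Fig. 4d (y axis), with library totals (circles) and with TMM (squares). The line at 0 parts 16 miRNAs from 18 with library totals and 25 from 9 with TMM.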

Most of the key miRNAs were upregulated during retinal development, including miR-16-5p and miR-29a-3p. 

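The miRNAs of Fig. 4d that were lower in the late stages under both scalings were miR-128-3p, miR-148b-3p, miR-181d-5p, miR-19b-3p, miR-20a-5p, miR-25-3p, miR-92a-3p, miR-93-5p and let-7i-5p. The largest decrease was that of miR-20a-5p, with a log2 ratio of -4.63 (-3.43 with TMM) and an adjusted p of 0.0459 for late against early stages and of 1.34e-04 for the trend. For miR-128-3p the ratio was -1.23 with library totals and -0.12 with TMM, and the trend had an adjusted p of 0.295.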

Only 9 key miRNAs were downregulated, including miR-128-3p (Fig. 4d).

**Fig. 4:**
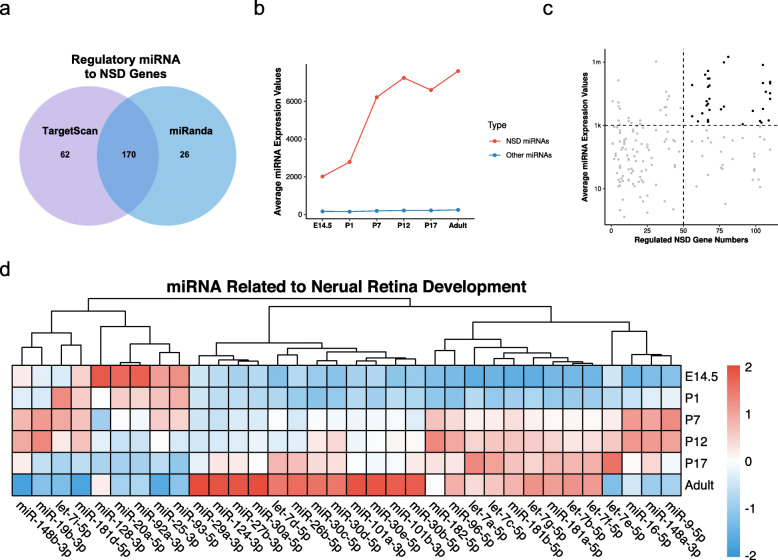
Identification of key miRNAs regulating nervous system development genes. **(a)** Predictive miRNAs regulating nervous system development genes by miRanda and TargetScan. **(b)** Average expression values of nervous system development-related miRNAs and others. **(c)** Key miRNA screening by expression and NSD gene number. **(d)** Heatmap of key miRNAs in developing retina

### Construction of the Core circRNA/lncRNA-miRNA-mRNA Network

According to ceRNA theory, circRNAs and lncRNAs could act as miRNA sponges in the developing retina. We hypothesized that the identified key circRNAs and lncRNAs could sponge miRNAs in the developing retina and selected circCDYL, circDYM, circATXN1, circPRGRIP1, lncRNA Meg3, and lncRNA Vax2os for further analysis. Their expression patterns were validated by qRT–PCR. Consistent with our RNA-seq results, circCDYL, circDYM, circATXN1, and circPRGRIP1 were upregulated tens to hundreds of fold during retinal development. They were approximately 385 to 708 nt in length and consisted of 1 to 5 exons from their cognate genes (Fig. 5a-d). 

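In RPM with library totals, circATXN1 rose from 164.8 at E14.5 to 4418 in adult, 26.8-fold (95% interval from the counts 19.1 to 39.0), with an adjusted p of 0.0025 for the trend over the stages, the test behind each adjusted p given here. circRPGRIP1 rose from 29.96 to 1438 RPM, 48.0-fold (22.0 to 131), with an adjusted p of 0.00559, after a maximum of 3188 RPM at P12. circDYM rose from 674 to 1268 RPM, 1.88-fold (1.57 to 2.27), with an adjusted p of 0.19. circCDYL had 2501 RPM at E14.5, 1299 at P7 and 2288 in adult, a ratio of 0.915 (0.829 to 1.01), with an adjusted p of 0.486. TMM turned the direction of circCDYL, to a ratio of 1.58, and gave 3.25 for circDYM, 46.4 for circATXN1 and 83.0 for circRPGRIP1. Scaling to all sequenced reads, added after the data were seen, gave 3.50 for circCDYL, 7.21 for circDYM, 102.7 for circATXN1 and 184 for circRPGRIP1. Late over early stages, the log2 ratio was 0.16 for circCDYL, 0.56 for circDYM, 2.92 for circATXN1 and 1.23 for circRPGRIP1. Libraries of the periods did not overlap for circDYM, circATXN1 and Vax2os (exact permutation test, p = 0.1 for each). Meg3 had 7.35 RPM at E14.5, 52.3 at P7, 22.9 at P12, 99.7 at P17 and 37.3 in adult, a log2 ratio of adult to E14.5 of 2.34 (1.27 with TMM), with an adjusted p of 0.219. Vax2os had 3.20 RPM at E14.5, 10.6 at P12, 33.9 at P17 and 120.6 in adult, a log2 ratio of 5.24 (4.17 with TMM), with an adjusted p of 0.00651. From the rise of these ncRNAs, the paper reasons that a ceRNA network can be built on them.

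**Figure D3:**
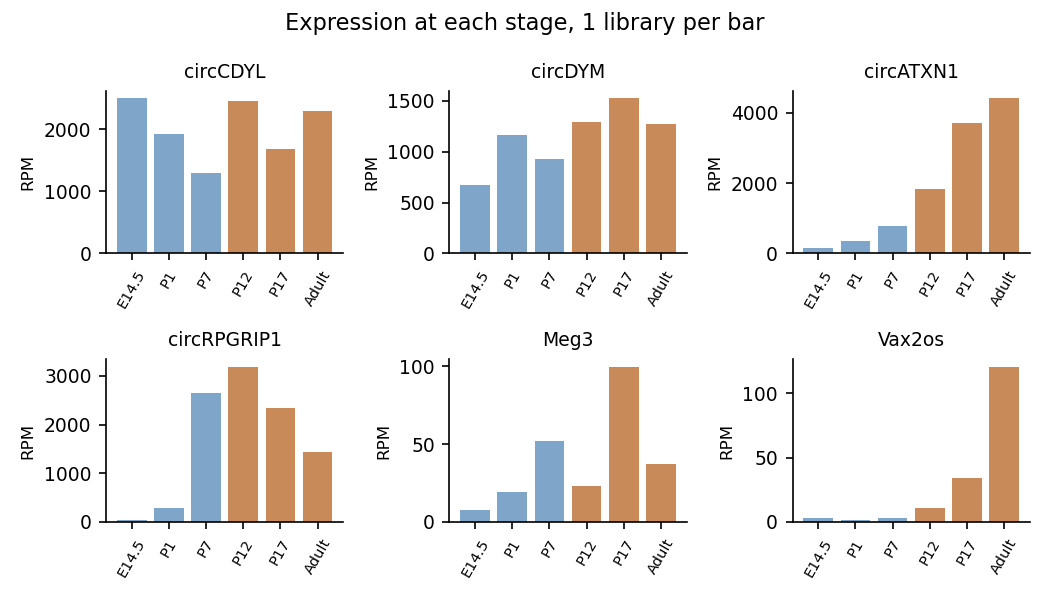
RPM with library totals (y axes, from 0) at the 6 stages (x axes) for circCDYL, circDYM, circATXN1, circRPGRIP1, Meg3 and Vax2os, with 1 bar per library, blue for the early and orange for the late stages. circATXN1 ends at 4418 RPM and Vax2os at 120.6 RPM, their highest values, while circCDYL is highest at E14.5 with 2501 RPM.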

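The positions of the back-splices in the mouse genome build mm10 were compared with GENCODE transcripts. circCDYL spans chromosome 13, positions 35815909 to 35816575, and holds exon 5 of Cdyl (667 nt). circATXN1 spans chromosome 13, positions 45795509 to 45956575, and holds exons 2 to 4 of Atxn1 (379 nt). circDYM spans chromosome 18, positions 75114790 to 75126919, and holds exons 9 to 13 of Dym (697 nt). circRPGRIP1 spans chromosome 14, positions 52120473 to 52133859, and holds exons 5 to 10 of Rpgrip1, which are 6 exons (580 nt). For each of the 4, the divergent primers listed in the paper face each other across the back-splice, with products of 163 bp for circCDYL, 117 bp for circATXN1, 122 bp for circDYM and 155 bp for circRPGRIP1. The 20 bases before and after the back-splice are CTTAGCTGTTAATGGAAAAG and GTGGAAAGTATCGTTGACAA for circCDYL, GATGAAGGCAAATGGTACAG and AAGTATCCTGCACCGTGCAA for circATXN1, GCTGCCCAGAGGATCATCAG and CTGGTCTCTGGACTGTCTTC for circDYM, and TATGACAGACTCTTAGAGAA and GGCCAAATGACAGGCGCAGC for circRPGRIP1.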

The lncRNAs Meg3 and Vax2os showed identical increasing expression patterns in qRT–PCR and GSE101986 (Fig. 5e-h). Their upregulated expression confirmed ceRNA network construction. The regulatory circRNA-miRNA, lncRNA-miRNA, and miRNA-mRNA pairs were determined by the combination of miRanda and TargetScan. After filtration, 39 miRNAs, including miR-16-5p, miR-29a-3p, and miR-128-3p, were sponged by circCDYL, circDYM, circATXN1, lncRNA Meg3, and Vax2os. 

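Table S2 lists 54 pairs of an ncRNA with a miRNA, 39 of them for Meg3, 5 for circATXN1, 5 for Vax2os, 3 for circCDYL and 2 for circDYM. The 39 miRNAs in these pairs are all in the count table, and 23 of them are also in Fig. 4d. The mean RPM was above 1000 for 38 of them (39 with TMM), and miR-143-3p had 858. In the late stages 17 were higher and 22 lower with library totals, against 28 and 11 with TMM. A trend over the stages was found for 35, over all miRNAs and adjusted over the list alone alike; the study had chosen the list on these libraries. The 135 mRNAs of the network and their 360 pairs with miRNAs were not analysed here.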

No miRNAs were sponged by circRPGRIP1 according to our filtration criterion. The 39 identified miRNAs can regulate 135 downstream genes in the developing retina. Taken together, a regulatory network consisting of 3 circRNAs, 2 lncRNAs, 39 miRNAs, and 135 mRNAs was constructed (Fig. 6).

**Fig. 5:**
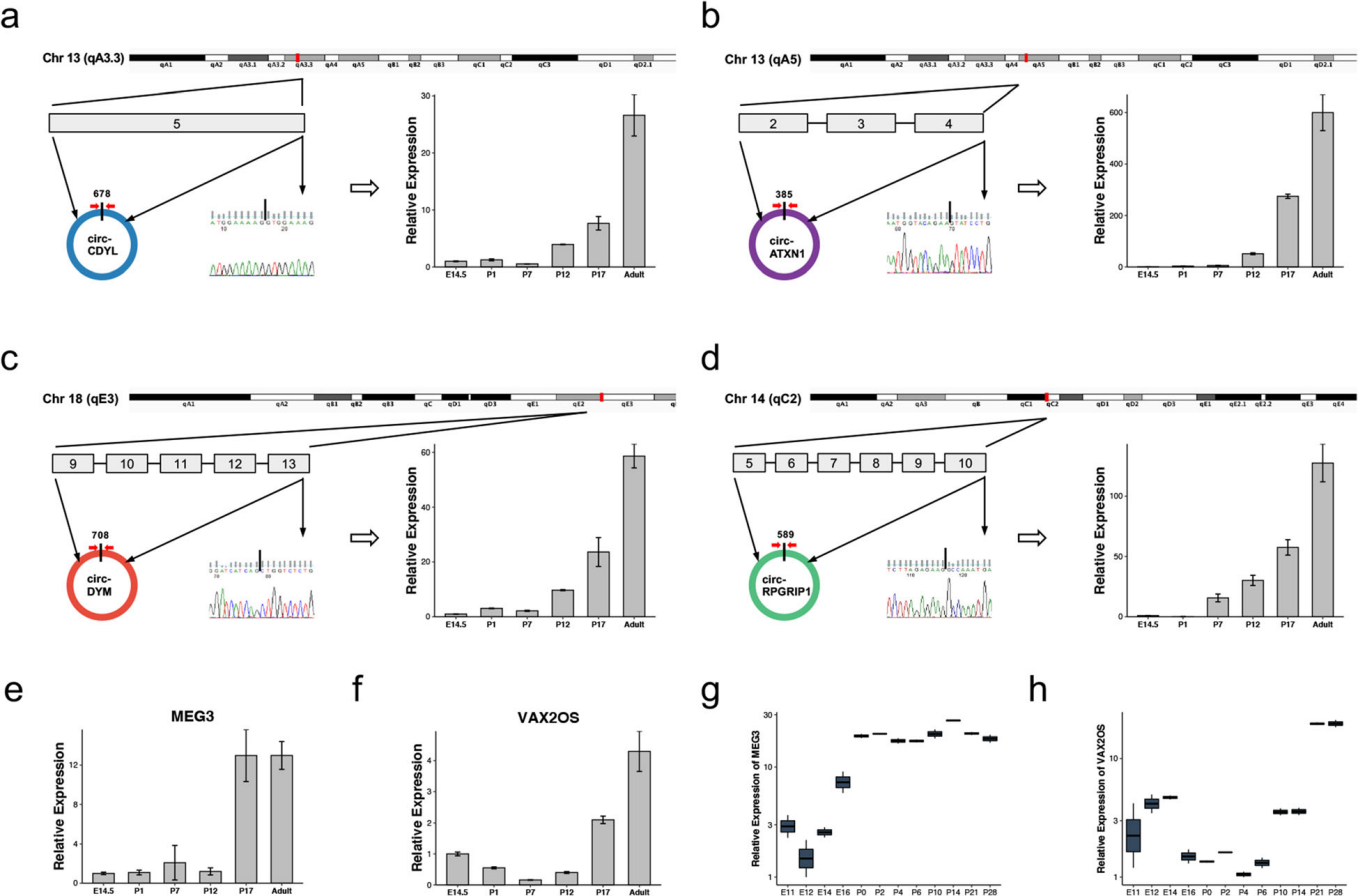
Quantitative real-time PCR validation of 4 key circRNAs and 2 key lncRNAs. **(a-d)** Essential information and validated upregulated expression of circ-CDYL, circ-ATXN1, circ-DYM, and circ-RPGRIP by qRT–PCR with divergent primers designed according to splice junctions. **(e, f)** Increasing expression of lncRNA Meg3 and Vax2os validated by qRT–PCR. **(g, h)** Upregulated expression of lncRNA Meg3 and Vax2os in GSE101986

**Fig. 6:**
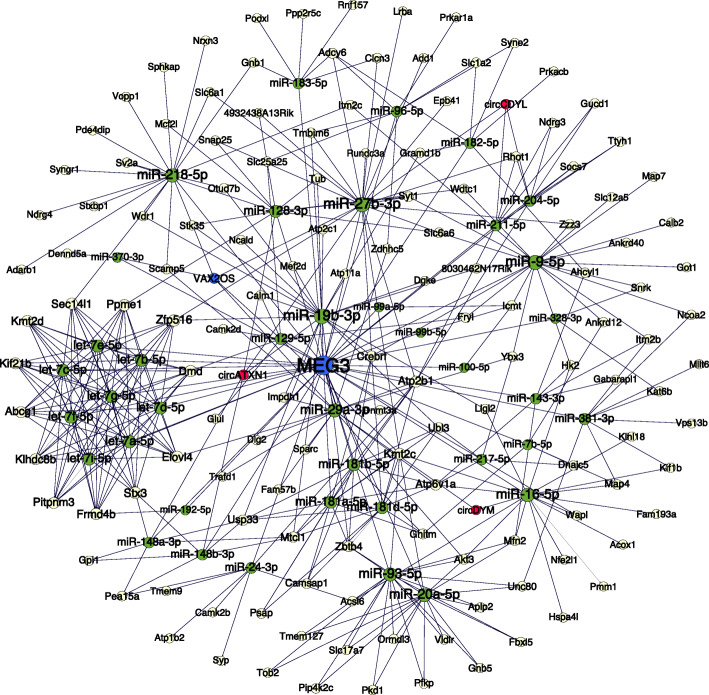
Construction of the regulatory circRNA/lncRNA-miRNA-mRNA network in the developing retina

### Functional analysis of circRNA/lncRNA-miRNA-mRNA network

Functional enrichment analysis of regulated mRNAs suggested that these genes were enriched in 53 Gene Ontology Biological Process (GO-BP) terms, 26 Molecular Function (GO-MF) terms, and 55 Cellular Component (GO-CC) terms. Figure 7 displays the top 20 pathways or GO terms enriched by regulated differentially expressed mRNAs. From the results, we found that these genes were mainly involved in GO:0007268 ~ chemical synaptic transmission, GO:0035264 ~ multicellular organism growth, and GO:0050998 ~ nitric-oxide synthase binding (Fig. 7a, b). The genes were significantly enriched in GO:0045202 ~ synapse, GO:0043005 ~ neuron projection, and GO:0008021 ~ synaptic vesicle (Fig. 7c). Furthermore, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed based on the genes involved in the circRNA/lncRNA-miRNA-mRNA, and the results were visualized in a bubble diagram (Fig. 7d). The results showed that these genes were significantly enriched in glioma, synaptic vesicle cycle, and various synapses.

**Fig. 7:**
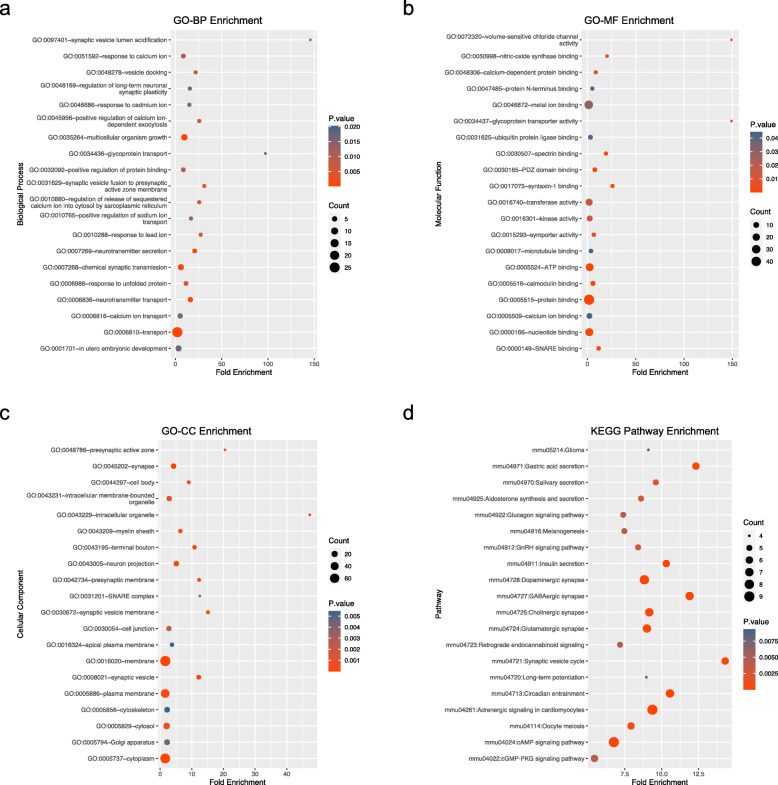
Functional enrichment analysis of genes regulated by key circRNAs and lncRNAs. **(a)** GO biological process enrichment of genes regulated by key ncRNAs. **(b)** GO molecular function enrichment of genes regulated by key ncRNAs. **(c)** GO cellular component enrichment of genes regulated by key ncRNAs. **(d)** KEGG pathway enrichment of genes regulated in the network

## Discussion

The vertebrate retina is a highly evolved and sophisticated biological organ [28, 29]. Its layered structure and diverse cell composition originate from multipotent neural progenitors [1]. Such a transition is driven by the concerted control of endogenous regulators, including ncRNAs, whereas the dissection of multiclass RNA crosstalk in retinal neuron development remains challenging [4]. Recently, several studies confirmed the correlated roles of neuroprotective pathways in normal neurodevelopment and neurodegenerative conditions [30, 31]. Thus, understanding gene expression regulation in retinal development contributes to the exploitation of therapy for retinal neurodegenerative disorders. Herein, we profiled circRNAs, lncRNAs, miRNAs, and mRNAs in the developing mouse retina and focused on ncRNAs related to retinal neurogenesis.

To our knowledge, this is the first time-series analysis integrating mRNA, lncRNA, circRNA, and miRNA profiles in the developing mouse retina. Six time points from E14.5 to adulthood. We identified 13,647 mRNAs, 2600 lncRNAs, 27,319 circRNAs, and 704 miRNAs from the developing retina in total. A previous study probed 9029 circRNAs in the mouse retina [18]. In contrast, we used RNase R to digest linear RNAs in circRNA library construction, tremendously enlarging our landscape of circRNAs in the developing retina. The circRNA number increased drastically during development, from 10,234 in E14.5 to 22,703 in adults, while the numbers of mRNAs, lncRNAs and miRNAs were roughly stable. Considering the low circRNA profile correlation coefficients in ncRNAs, circRNAs are the most variable ncRNAs in the developing retina. We also intersected the circRNAs of different time points and found that only 16.47% of circRNAs were constantly expressed in six stages. The increasing splicing diversity of circRNA isoforms during development agrees with the increasingly complex cell composition in the retina. Overall, these results suggested that circRNAs are highly variable regulators in the retinal development process.

Multiple classes of RNA profiles over time facilitate the prediction of ncRNA regulatory effects in the developing retina. We used different strategies to screen key ncRNAs according to their characteristics. For circRNAs, NSD genes have more spliced circRNA isoforms. We also intersected the circRNA profiles with the NSD gene list. As a result, 21 circRNAs with high abundance and differential expression were screened, including circTTC3–1 and circTTC3–2. Among these circRNAs, circSETBP1, circTTC3, circDYM, circHIPK3, circMEDBL, circCDYL, circRIMS2, and circATXN1 have been reported in previous studies. Yao validated that circDYM abated depressive disorder by sponging miR-9 to regulate microglial activation, and circATXN1 can regulate glioma angiogenesis via the miR-526b-3p/MMP2 pathway [32, 33]. Their proven roles in the central nervous system suggested that they may also act as miRNA sponges in retinal development or degenerative disorders. The other key circRNAs were first detected by RNA sequencing. Interestingly, we filtered circANO2 and circUSH2A, whose host genes are associated with retinal development. Ano2 is a calcium-dependent chloride channel protein that cooperates with a presynaptic protein complex to mediate light perception amplification in photoreceptor terminals [34]. Mutations within Ush2a are the most common cause of retinitis pigmentosa and Usher syndrome type 2[35, 36]. Their circular transcripts may also be implicated in retinal nervous system development. Next, we characterized the expression patterns of NSD genes in the developing retina and successfully identified 30 key coexpressed lncRNAs, including Gas5, Tug1, Rmst, Miat, Meg3, Vax2os, and Peg13. Several identified lncRNAs have been reported in retinal development studies. For example, Tug1 is associated with normal photoreceptor development, contributing to rod differentiation and survival. Loss of Tug1 in the neonatal retina can cause photoreceptor outer segment structural defects, enhanced apoptosis, and expression changes of key transcription factors [37]. Meg3 was upregulated in the light-stimulated retina, and the silencing of Meg3 ameliorated light-induced retinal damage both in vivo and in vitro. Our findings indicated the underlying regulatory mechanism induced by lncRNAs in the development process [38]. Additionally, we inferred the miRNA-binding elements of nervous system development genes and classified the miRNAs into NSD-related miRNAs and other miRNAs. The extraordinarily high expression of NSD-related miRNAs supported their irreplaceable property in development regulation. Several key miRNAs that control retinal development have been functionally described, such as miR-182, miR-96, and miR-181 [39, 40].

Considering the average expression level and variability, we selected four key circRNAs and two key lncRNAs for analysis by qRT–PCR. Their increasing expression during retinal development was confirmed, and their tens- or hundreds-fold upregulated expression levels suggested that they may participate as ceRNAs in retinal development regulation. Thus, we predicted the RNA-RNA regulatory pairs and constructed a circRNA/lncRNA-miRNA-mRNA network based on competitive endogenous RNA theory. After filtration, a competitive endogenous RNA network consisting of 3 circRNAs, 2 lncRNAs, 39 miRNAs, and 135 mRNAs was determined. Several miRNAs in the network are known as regulators of retinal development, such as miR-181 and miR-96/182/183. miR-128, a brain-enriched miRNA, is implicated in the control of neurogenesis and synaptogenesis [41]. Here, it is discovered to be sponged by circATXN1. In addition, miR-204 and miR-211 have only one nucleotide difference in their mature mouse sequences and share an identical seed sequence [2]. Knockdown of miR-211 activity in mice led to chronic photoreceptor dystrophy, and miR-204 contributes to axon guidance in the retina [42]. The increasing expression of circCDYL can alleviate the degradation effect of miR-204 and miR-211 to target mRNAs. Within the network, we also noticed that lncRNA Meg3 collectively sponged the miRNA let-7 family, which regulates the neurogenic potential of Müller glia and plays an essential role in retinal regeneration [43]. The lncRNA Meg3 is the hub ceRNA in the circRNA/lncRNA-miRNA-mRNA network, with 39 sponged miRNAs in total, possibly due to its extraordinary length of 9701 nt. Previous studies have validated the function of Meg3 related to its methylation and the PI3K/Akt/mTOR signalling pathway in diabetic retinopathy [44]. Our analysis revealed the vast potential of lncRNA Meg3 as a ceRNA in retinal development.

To summarize the main pathways of the circRNA/lncRNA-miRNA-mRNA network, we performed functional enrichment analysis in Gene Ontology and KEGG. Regulated genes are primarily associated with synaptic signalling and nervous system development. Related pathways or terms included neurotransmitter transport, metal ion binding, neuron projection, and synaptic vesicle cycle.

Although we discovered key neurogenesis-related ncRNAs by whole-transcriptome sequencing and bioinformatics analysis, further experimental verification is still needed in the future.

## Conclusions

We profiled circRNA, lncRNA, miRNA, and mRNA expression in E14.5, P1, P7, P12, P17, and adult mouse retinas by whole-transcriptome sequencing, and the expression patterns of circRNAs, lncRNAs, miRNAs, and mRNAs were characterized. CircRNAs showed the highest variability compared to the other ncRNAs. The key circRNAs, lncRNAs, and miRNAs regulating retinal neurogenesis were screened through different strategies. We performed qRT–PCR of six key ncRNAs to validate their increasing expression. Functional analysis suggested that they were involved in related neuron development pathways through the circRNA/lncRNA-miRNA-mRNA network.

## Methods

### Animals

C57BL/6 J mice were obtained from Vital River Laboratory (Beijing, China), kept in a pathogen-controlled environment in standard cages and fed ad libitum. All animal experiments were performed strictly according to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Animal Care and Use Committee of Wenzhou Medical University.

### RNA extraction

Mice received general anesthesia by intraperitoneal injection with the mixture of ketamine (85 mg/kg) and xylazine (5 mg/kg). The ocular tissues were topically anesthetized by proparacaine hydrochloride (Alcon, Fort Worth, TX, USA). Retinas were dissected from mice in six developmental periods: embryonic day (E) 14.5, postnatal day (P) 1, 7, 12, 17, and adult (8 weeks). Briefly, the mice were euthanized, and retinas were isolated from eyes and moved into RNA-Solv Reagent (Omega Bio-Tek, Norcross, GA, USA). A T10 basic S25 ULTRA-TURRAX Disperser (IKA, China) was used to homogenize retinas. According to the manufacturer’s instructions, total RNA was extracted using a miRNA Kit (Omega Bio-Tek, Norcross, GA, USA). RNA quantity was assessed using an Agilent 2100 Bioanalyser (Santa Clara, CA, USA).

### Library construction and whole-transcriptome sequencing

Three RNA libraries were constructed individually to fully characterize the complex transcriptome of the developing retina. Libraries of lncRNAs were prepared after removing rRNA using the Ribo-ZeroTM kit (Epicentre, Madison, WI, USA) and were submitted for 150-bp paired-end sequencing using the Illumina HiSeq 3000 platform. Similarly, sRNA libraries were sequenced on the Illumina HiSeq 2500 sequencing platform at RiboBio (Guangzhou, China). For the circRNA library, the rRNAs were depleted from total RNA using the Ribo-ZeroTM kit. Then, RNA was treated with RNase R (Epicentre, Madison, WI, USA) to remove linear transcripts and was then fragmented to approximately 200 bp. The purified RNA fragments were subjected to first- and second-strand cDNA synthesis following adaptor ligation according to the NEB Next Ultra™ RNA Library Prep Kit manual for Illumina (NEB, USA). The purified library products were evaluated using the Agilent 2200 TapeStation and Qubit®2.0 (Life Technologies, USA) and were sequenced on a HiSeq 3000 in paired-end 150-bp mode.

### Data pre-processing and transcriptomic analysis

FastQC was performed for quality control of the raw data, and paired-end reads were trimmed using Trimmomatic [45]. The ribosomal RNAs were removed according to the RNA central database, and clean data were obtained [46]. Next, lncRNA reads were mapped to the reference genome mm10 using Hisat2 [47]. HTSeq was used to count the read numbers mapped to each gene [48]. BWA aligned the sRNA library reads, and miRNAs were identified using miRDeep2 [49, 50]. For the circular transcriptome, two algorithms, CIRI2 and CIRCexplorer2, were used to detect circRNAs [51, 52]. The circRNAs that were detected by both methods were considered identified circRNAs. The expression values of lncRNAs, mRNAs, circRNAs, and miRNAs were normalized by reads per million (RPM) in edgeR [53]. We retained the transcripts that were significantly detected at more than two time points (RPM > 1). Then, single time-series differential expression analysis by maSigPro was performed to identify differentially expressed RNAs [54]. False discovery rate correction was used in the analysis. FDR-corrected *P* values < 0.05 were considered significant.

### Retinal neurogenesis-related circRNA identification

First, the intersection plot of circular transcripts in six stages was visualized in the UpSet package in Bioconductor. Based on circRNA annotation in CIRI2 and CIRCexplorer2, the cognate circRNA isoforms were investigated in different stages. We next downloaded the development genes annotated by nervous system development (GO Accession: 0007399) from Gene Ontology Resource to examine whether the development-related genes had more circRNA splicing isoforms [27]. Then, we screened the circRNAs with fold change > 1.5 and average expression value > 1000 to find potential key circRNAs. Finally, the key circRNAs associated with the nervous system development process were visualized in a heatmap.

### Retinal neurogenesis-related lncRNA identification

To investigate the underlying key lncRNAs in neural retina development, we performed coexpression analysis by calculating Pearson’s correlation coefficients between nervous system development genes and differentially expressed lncRNAs. We combined our RNA-seq dataset with the former dataset from Gene Expression Omnibus to make the coexpression inference reproducible (Accession: GSE101986, [55]). The lncRNAs highly correlated with the development genes (coefficient > 0.8) in two datasets were considered nervous system development-related lncRNAs. Last, the lncRNAs with substantial abundance in our experiment (average RPM > 25) and significant correlation with nervous system development genes were defined as key lncRNA regulators of neural retina development.

### Retinal neurogenesis-related miRNA identification

The key miRNAs were defined as critical regulators of the nervous system development process. The miRNA-gene predictive analysis of the differentially expressed miRNAs was performed using miRanda (http://cbio.mskcc.org/miRNA2003/miranda.html) and TargetScan (http://www.targetscan.org/) through miRNA response elements in NSD genes [56, 57]. The software was executed in default mode, and the intersecting NSD genes were preserved. miRNAs possessing high expression (average RPM > 1000) and substantial NSD gene regulation capability (regulated genes > 50) were regarded as key miRNA regulators in neural retina development.

### Quantitative real-time PCR validation of key ncRNAs

Four differentially expressed circRNAs were confirmed by qRT–PCR validation. The primers were designed based on the back-spliced sequences. First, total RNA was reverse transcribed into cDNA using the Geneseed II First Strand cDNA Synthesis Kit (Geneseed, China) in a 20-μl reaction volume. Second, real-time PCR was performed on an Applied Biosystems 7500 Real-time PCR Analyser (Applied Biosystems, USA) using Geneseed qPCR SYBR Green Master Mix (Geneseed, China). The reaction conditions were as follows: initial incubation at 95 °C for 5 min, followed by 40 cycles of 10 s of denaturation at 95 °C, 34 s of annealing, and extension at 60 °C. The average Ct value was used to calculate the relative expression of circRNA through the comparative 2-△△Ct method.

For lncRNA Meg3 and lncRNA Vax2os, their conserved sequences were obtained from NCBI (National Center of Biotechnology Information). We designed primers that were then synthesized by RiboBio (Guangzhou, China). For each sample, total RNA was reverse transcribed into cDNA using a Geneseed II First Strand cDNA Synthesis Kit (Geneseed, China). Real-time PCR was carried out on a QuantStudio 5 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using 2× SYBR Green Mix. The relative levels of target genes were calculated using the 2-△△Ct method using GAPDH as the reference gene. The primer sequences used in this study are listed in Supplementary Table 1.

### circRNA/lncRNA-miRNA-mRNA network construction

To construct a circRNA/lncRNA-miRNA-mRNA axis, we started with the validated circCDYL, circDYM, circATXN1, lncRNA Meg3, and lncRNA Vax2os. Based on the sequences of miRNA response elements, target RNAs of miRNAs were determined by the most common software programs for miRNA target prediction, miRanda (http://cbio.mskcc.org/miRNA2003/miranda.html) and TargetScan (http://www.targetscan.org/) [56, 57]. The software was executed in default mode, and the intersected target RNAs were preserved. The target miRNAs and mRNAs with differential expression and high abundance (mRNA average RPM > 100, miRNA average RPM > 1000) were screened. For mRNA, only those with upregulated expression at the later time points (fold change > 1.5) were retained according to the ceRNA theory. Then, Gephi software (https://gephi.org/) was used to construct the regulatory network.

### Functional enrichment analysis

Based on the regulatory network, the role of the identified key noncoding RNAs was analysed according to the functions of their regulated genes. These genes were submitted to Gene Ontology (GO) analysis to identify enrichments in biological process, molecular function, and cellular component terms [27]. Via two-sided Fisher’s exact test with false discovery rate correction, we calculated the *P* value of each term, and those with *P <* 0.05 were considered statistically significant. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed in DAVID Function Annotation Tool 6.8 with the criterion of FDR-corrected *P <* 0.0 5[58]. The terms with minimum *P* values were selected and visualized.

### Statistical analysis

Statistical analyses between two groups were analysed by Student’s t-test in R. Statistical tests were all two-tailed, and *P <* 0.05 was considered significant. Quantitative real-time PCR in each group was performed in three replicates, and data are expressed as the mean ± SEM.

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Whole-transcriptome sequencing data summary. **Supplementary Figure 2.** Upset plot of intersected transcripts in six stages.

**Additional file 2: Supplementary Table 1.** primer sequences of four circRNAs and lncRNAs in Quantitative Real-time PCR. **Supplementary Table S2.** RNA-RNA pairs in circRNA/lncRNA-miRNA-mRNA Network.

## Data Availability

The datasets generated and analysed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE168093 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE168093).

## Abbreviations

PCR: Polymerase chain reaction
ARVO: Association for Research in Vision and Ophthalmology
sRNA: Small RNA
miRNA: Micro RNA
circRNA: Circular RNA
lncRNA: Long non-coding RNA
MRE: miRNA response element
NSD: Nervous system development
ceRNA: Competitive endogenous RNA
GO: Gene Ontology Resource
KEGG: Kyoto Encyclopedia of Genes and Genomes
GEO: Gene Expression Omnibus

# Supplementary material for: Whole transcriptome sequencing identifies key circRNAs, lncRNAs, and miRNAs regulating neurogenesis in developing mouse retina
**Source:** BMC Genomics. 2021 Oct 30;22:779. doi: 10.1186/s12864-021-08078-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1. Whole-transcriptome sequencing data summary. Supplementary Figure 2. Upset plot of intersected transcripts in six stages.

## Supplemental Figures

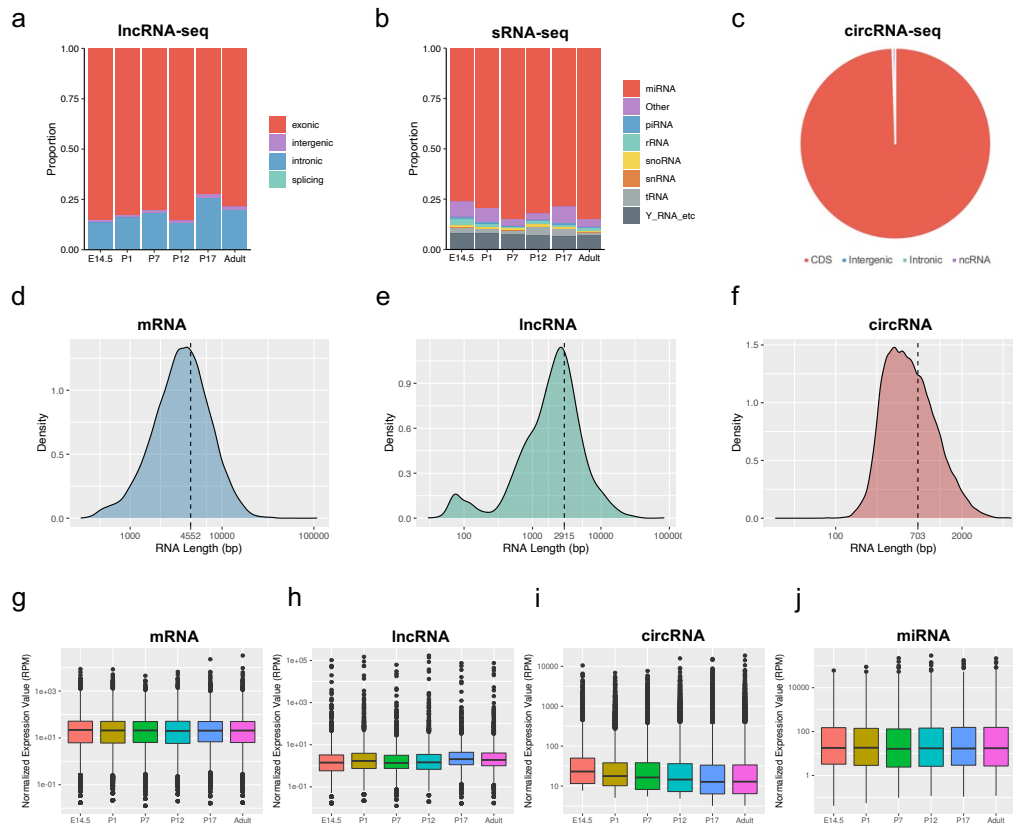

**Supplementary Figure 1. Whole-transcriptome sequencing data summary. (a-c)** Transcripts annotation from lncRNA-seq, sRNA-seq and circRNA-seq. **(d-f)** Length density plot of mRNA, lncRNA and circRNA. **(g-j)** Expression abundance of four class of transcriptomes across six developmental stages.

a

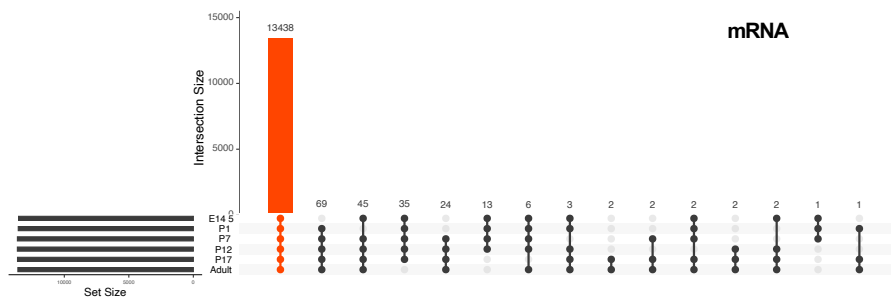

b

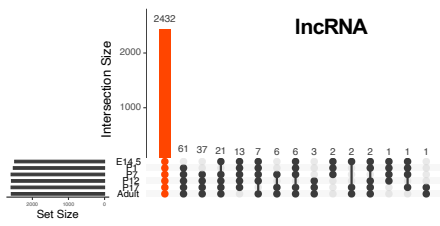

c

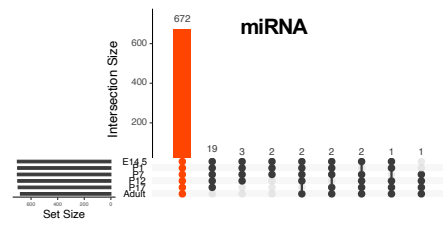

**Supplementary Figure 2. Upset plot of intersected transcripts in six stages. (a-c) Overlapped lncRNA, mRNA and miRNA numbers in different stages.**

How the deposited data were processed for this re-analysis (not part of the article)

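Retinas of C57BL/6J mice at E14.5, P1, P7, P12, P17 and adult were profiled by lncRNA-seq, circRNA-seq and sRNA-seq, with 18 libraries for the 6 stages. The adult is given as P60 in the Results and as 8 weeks in the Methods, and the sample labels say only adult. How many retinas went into a library, and the sex of the mice, are not stated.

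The count values in the 3 deposited count tables are raw reads, made by the authors with FastQC, Trimmomatic and removal of ribosomal RNA reads, followed by Hisat2 on mm10 and HTSeq for noncoding transcripts, by CIRI2 and CIRCexplorer2 for circRNAs, of which those found by both were kept, and by BWA and miRDeep2 for miRNAs. The deposited RPKM values of noncoding transcripts were made by the authors from these counts, the transcript length and 1 library total per library. The deposited circRNA RPM values were made by the authors from the counts and a total close to all sequenced reads, and the deposited miRNA RPM values from the total of the miRNA reads. Versions of these programs, the annotation release and the strand setting of the counting are not stated. The tables list 39181 noncoding transcripts, 51095 circRNAs and 1915 miRNAs. No mRNAs are among them, so the mRNA results, the coexpression with nervous system development genes, the target predictions and the enrichment of the network genes were not analysed here. The external expression data, the qRT-PCR values and the list of nervous system development genes were not used here.

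Counts of noncoding transcripts were summed over the 24635 genes of the table, 19197 of which have 1 of 10 lncRNA types in at least 1 transcript. RPM was computed from the deposited counts. For lncRNAs it used the library totals implied by the deposited RPKM values, for circRNAs the sum of back-splice reads, the scale that the thresholds in the paper fit, and for miRNAs the sum of miRNA reads. The mean library total was 31686416 reads in lncRNA-seq and 12152021 in sRNA-seq, and lncRNA genes took 2.00% of the lncRNA-seq library at E14.5, 1.75% at P1, 2.62% at P7, 1.52% at P12, 4.46% at P17 and 3.25% in adult. The highest library total was 1.43 times the lowest in lncRNA-seq and 1.12 times in sRNA-seq. Transcripts with an RPM above 1 in at least 3 libraries were retained. Intervals of single values are 95% intervals from the counts and cover counting error only. A ratio against a group with at most 3 counts in every library is given as a lower bound, computed with 3 counts in each of its libraries, except for circRNAs, for which no ratio is given in that case because zeros beyond the sampling of reads were found.

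Before the data were examined, the comparisons, the tests and a list of alternatives were fixed. They assumed that mRNAs and lncRNAs would be in 1 table and be tested together; the table held noncoding transcripts only, and these were tested together, with lncRNA genes counted among them. The trend over time was tested with edgeR (glmQLFit and glmQLFTest) on counts with TMM normalization, for both terms of a polynomial of degree 2 in stage order. Late stages were compared with early stages by the same test. Benjamini-Hochberg adjustment was over all transcripts tested in a table, with a threshold of 0.05. Each fit was repeated on 100 orders of the libraries, or on the 10 splits of 6 libraries into 3 and 3. Single transcripts were compared by an exact permutation test of mean log2(RPM + 1).

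The alternatives were library totals without TMM, DESeq2 with its own size factors, no filter on low counts, a straight line, days after conception with birth at day 19, Gaussian and negative binomial regressions as in the first step of maSigPro, the omission of each library in turn, Spearman and log2 correlations with a pseudocount of 1 or 0.1, the removal of the 10 most abundant transcripts, downsampling to the smallest library (mean of 20 draws), other read minima, detected totals from an RPM above 1 in at least 2 libraries, a mean RPM above 500, TMM-scaled RPM, and adult over E14.5, the last pair for the screen, the lncRNAs of Fig. 3d and the miRNAs of Fig. 4d. For the ncRNAs of Fig. 5, compared as adult over E14.5, they were TMM-scaled RPM and late over early stages, and for the abundance of the network miRNAs TMM-scaled RPM. Others were added after the data had been seen: an RPM above 1 in at least 2 libraries for the other results, scaling to all sequenced reads, transcripts in place of genes, downsampling with a minimum of 2 reads, variants of the negative binomial regression, TMM-scaled RPM and adult over E14.5 for the circRNAs of Fig. 2e and the other named transcripts, and all genes of the noncoding table in the correlations. For the ratios of detected lncRNAs and miRNAs in adult to E14.5, downsampling, other read minima and an RPM above 1 were also added then.

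Named transcripts were every one the paper names in its text, Fig. 2e, Fig. 3d, Fig. 4d or Table S2, the 3 transcripts of each class with the largest change in each direction among those with an adjusted p under 0.05 in the trend and no overlap between the periods, and short lists of marker genes. Results for some of these are not reported here. A circRNA named by its host gene was taken as the one with the highest mean RPM, and those in Fig. 5 as the ones whose exons match the figure. Exons and gene symbols were taken from GENCODE vM21.

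The tests were checked on counts simulated from the library totals and mean counts, with a dispersion of 0.1 and 200 changed transcripts per class. A change of 16-fold from the first to the last stage was recovered for 199 of 200 among 2968 noncoding genes, for 113 among 18856 circRNAs and for 200 among 635 miRNAs, with 10, 5 and 3 false calls. Of the 56 changed circRNAs with a mean of at least 20 counts, 55 were recovered. A change of 4-fold between the periods was recovered for 198, 57 and 199, with 16, 6 and 8 false calls, and for 31 of the 49 changed circRNAs with a mean of at least 20 counts. Neither other changes between stages nor the loss of whole circRNAs were simulated, so recovery in the real data can be lower.

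Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.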

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

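The tests in this part were chosen after the results they concern had been seen.

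In lncRNA-seq, 5 genes that the paper does not discuss, Rn7sk, Rn7s1, Rn7s2, Rpph1 and Rmrp, held a large part of each library, far above the 0.114 RPM that a count of 0 leaves open. Together they took 43.9% of the reads at E14.5, 50.4% at P1, 37.8% at P7, 61.83% at P12, 44.4% at P17 and 43.7% in adult. Rn7sk alone took between 16.2% and 22.8%. Rn7s1 and Rn7s2 are near-identical in sequence, so the division of reads between them is uncertain. The highest median RPM of lncRNAs at a stage was 2.87 times the lowest, and still 2.80 times with the reads of these genes left out of the library totals. The genes therefore do not account for the range of the medians. They do account for a part of the low median at P12. P12 and P17 had 1.39 and 3.992 with these reads and 3.64 and 7.177 without them, where E14.5 was lowest with 2.563. With TMM the medians lay closer together, between 2.02 (P12) and 2.63 (P17). The share had a Pearson correlation of 0.588 with the library total (exact permutation test over 6 libraries, p = 0.2, adjusted over 3 relations 0.3) and a Spearman correlation of 0.314 (exact permutation test, p = 0.564, adjusted 0.658), and r was 0.493 without the 2 libraries farthest from the median total. With 6 libraries, an effect of library size and no relation cannot be told apart. A difference between the libraries in the removal of ribosomal RNA or in the capture of short RNAs was not tested, and a change of these RNAs with development stays open as well.

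Xist, which the paper does not mention, had 192 RPM at E14.5, 60.5 at P1, 41.5 at P7, 14.5 at P12, 201.0 at P17 and 51.9 in adult, so reads of a transcript of the inactive X were present at every stage. CircRNAs of the Y-linked genes Uty, Ddx3y, Eif2s3y and Kdm5d had 130 RPM at E14.5, 47.7 at P1, 959.8 at P7, 392 at P12, 513 at P17 and 260 in adult, 89.4% of them on Uty, where 3 reads at E14.5 make 15.0 RPM. Scaling of the libraries is argued against as the source of these differences: the highest value was 13.9 times the lowest for Xist with library totals and 13.7 times with TMM, and 20.1 and 22.1 times for the Y-linked circRNAs. Different shares of females and males in the libraries are a candidate explanation, and would make the 2 signals move in opposite directions. Their Pearson correlation over the 6 stages was -0.191 (exact permutation test, p = 0.761, adjusted over 3 relations 0.761), Spearman's rho was -0.257 (exact permutation test, p = 0.658, adjusted 0.658), and r was -0.342 without the 2 libraries farthest from the median of Xist. In lncRNA-seq itself, noncoding transcripts of Eif2s3y, Kdm5d and Uty together had 3.57, 1.865, 5.43, 1.416, 8.02 and 2.58 RPM over the stages in order (53 to 211 reads), and went with Xist rather than against it, with a Pearson correlation of 0.637 (exact permutation test, p = 0.143, adjusted 0.3), Spearman's rho of 0.6 (exact permutation test, p = 0.242, adjusted 0.658) and r of 0.159 without the 2 libraries farthest from the median of Xist. Both RPM values share the scaling of 1 library, so the positive correlation can reflect that scaling. The ratio of Xist reads to these Y-linked reads does not depend on it. It was 53.79, 32.45, 7.635, 10.23, 25.06 and 20.07 over the stages in order, and different shares of the sexes would make it vary. With 6 libraries and so few reads, the correlation therefore does not decide on different shares of the sexes. The most abundant Y-linked circRNA, circUTY, had 0, 0, 198, 117, 215 and 0 reads over the stages in order. For the Y-linked circRNAs, a loss of whole circRNAs in processing, taken up under Other observations, was not tested and stays open. With 1 library per stage and no record of sex, different shares of the sexes, a change of these RNAs with stage and their mixture cannot be told apart.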

How the results depend on the processing

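The alternatives in this part include some that were chosen after the data were seen, and these are named as such. No paired analysis was possible because each library comes from another stage and nothing pairs the samples. The network mRNAs of Table S2 could not be examined, since the tables hold no mRNAs, and the alternatives set for them were not run. Of 32 results at a claim, 3 kept their value within the limits under every alternative run: the key lncRNAs of Fig. 3d, the key circRNAs of Fig. 2e, whose alternatives were all chosen after the data were seen, and the network miRNAs above 1000 RPM. Except where an alternative tests other transcripts or fewer libraries by construction, the cause of the changes below was not tested.

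With at least 1 read in 1 library, the detected totals rose to 10822 lncRNA genes, 46959 circRNAs and 1441 miRNAs, and with at least 10 counts in at least 3 libraries they were 3675 lncRNA genes and 6813 circRNAs. The ratio of circRNAs in adult to E14.5 was 2.59 and fell to 1.96 after downsampling, where 1 read was enough in adult but E14.5 kept its minimum of 2. Under alternatives chosen after the data were seen, it was 1.285 with downsampling and at least 2 reads, an equal floor. In the circRNAs retained in at least 2 libraries, also chosen then, it was 2.10. The ratio stayed above 1 in each. The lncRNA ratio of 1.14 was 1.197 after downsampling, 1.62 for an RPM above 1, 1.21 with downsampling and at least 2 reads and 1.05 with retention in at least 2 libraries, and the miRNA ratio of 0.805 was 0.967 with the latter, all chosen after the data were seen. The share detected in all 6 stages changed from 96.3% to 93.6% for lncRNAs with at least 2 reads and from 23.9% to 21.2% for circRNAs after downsampling. Chosen after the data were seen, retention in at least 2 libraries gave 90.4%, 16.5% and 95.45% for lncRNAs, circRNAs and miRNAs, and downsampling with at least 2 reads gave 92.5%, 17.1% and 96.85%.

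The lowest correlation of lncRNAs, 0.425, was 0.2935 with Spearman's rho, 0.336 with log2(RPM + 0.1), 0.296 without the 10 most abundant and, chosen after the data were seen, 0.949 over all genes of the noncoding table. For circRNAs, 0.548 became 0.289, 0.153 and 0.460 in the same order, and 0.295 with log2(RPM + 1). For miRNAs, 0.501 became 0.698, 0.735, 0.593 and 0.756. The lowest minimum was that of lncRNAs without the 10 most abundant and that of circRNAs on both log2 scales, where lncRNAs had 0.457 with log2(RPM + 1). The intervals of lncRNAs and miRNAs overlap for Pearson's r, and those of lncRNAs and circRNAs for Spearman's rho.

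In the trend over time, DESeq2 gave 367 lncRNAs and 454 circRNAs in place of 221 and 223, no filter on low counts gave 593 and 787, and days after conception gave 122 and 69. A Gaussian regression gave 0 lncRNAs (235 at an unadjusted p under 0.05), 5 circRNAs and 297 miRNAs, the latter in place of 446. A negative binomial regression with theta 10 gave 974 lncRNAs and 9007 circRNAs, and a straight line gave 118 circRNAs. Chosen after the data were seen, retention in at least 2 libraries gave 1003 circRNAs, the same with theta 10 gave 1411 lncRNAs and 15101 circRNAs, that regression on RPM values gave 20231 circRNAs, and scaling to all sequenced reads gave 851 circRNAs. The fits that each left out 1 library gave 73 (without E14.5) to 274 (without P17) lncRNAs, 0 (without E14.5 or P7) to 1946 (without P1) circRNAs, with 2058 and 2753 at an unadjusted p under 0.05 in the 2 cases of 0, and 357 to 434 miRNAs. In the comparison of late with early stages, DESeq2 gave 143 lncRNAs, 760 circRNAs and 198 miRNAs in place of 0, 0 and 79, no filter gave 367, 699 and 194, and library totals without TMM gave 221 miRNAs, 36 higher and 185 lower, in place of 37 and 42. Retention in at least 2 libraries, chosen after the data were seen, gave 5 circRNAs and 25 miRNAs. Leaving out 1 library gave 0 to 186 (without P7) lncRNAs and 0 to 176 (without P7) miRNAs, with 141 to 402 lncRNAs and 145 to 264 miRNAs at an unadjusted p under 0.05, and 0 circRNAs in each fit, with 878 to 4314 at an unadjusted p under 0.05.

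The screen for abundant circRNAs gave 78 higher and 101 lower with a mean RPM above 500 in place of 34 and 30, 52 and 14 with TMM, and 74 and 10 with fold changes per sequenced read, chosen after the data were seen. Leaving out 1 library gave 29 to 38 higher and 24 to 39 lower. Host genes with more than 7 isoforms made up 6.02% at E14.5 and 18.65% in adult. The adult share with at least 7, 22.2%, was 17.6% after downsampling, 17.45% with retention in at least 2 libraries and 12.35% with downsampling and at least 2 reads, the last pair chosen after the data were seen. For the 17.6%, 1 read was enough in adult, a lower floor than the minimum of 2 at E14.5. The key miRNAs of Fig. 4d higher in the late stages were 25 with TMM in place of 16.

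The direction of circCDYL, whose counting interval includes 0, reversed, from a log2 ratio of adult to E14.5 of -0.13 to 0.16 for late over early, 0.66 with TMM and 1.81 per sequenced read, the latter chosen after the data were seen here and below. For circDYM, 0.91 became 0.56, 1.70 and 2.85, for circATXN1 4.745 became 2.92, 5.535 and 6.68, and for circRPGRIP1 5.585 became 1.23 for late over early and 7.52 per sequenced read. Meg3 changed from 2.34 to 1.02 and 1.27, and Vax2os from 5.24 to 4.44 and 4.17, for late over early and with TMM.

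Of 98 other named transcripts, 16 reversed their log2 ratio of late to early. For those outside Fig. 3d and Fig. 4d, which here are circHIPK3, circMED13L, miR-192-5p, miR-204-5p, miR-24-3p, miR-328-3p and miR-381-3p, both alternatives were chosen after the data were seen. With adult over E14.5 these were circHIPK3 (-0.23), circMED13L (0.12; the counting interval of its main value includes 0) and miR-101b-3p (0.23). With TMM they were circMED13L (0.59), let-7d-5p (0.71), miR-30c-5p (0.82), miR-30e-5p (0.86), miR-101b-3p (0.81), let-7a-5p (0.59), let-7e-5p (0.13), miR-16-5p (0.23), miR-148a-3p (0.14), miR-9-5p (0.035), miR-192-5p (0.46), miR-204-5p (0.47), miR-24-3p (0.97), miR-328-3p (0.44) and miR-381-3p (0.62). Without reversing, TMM moved 73 others beyond their counting error, 56 up and 17 down, and adult over E14.5 moved 84, 44 up and 40 down.

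In the simulation, 113 of 200 changed circRNAs were recovered in the trend, and 55 of 56 where the mean was at least 20 counts. Low counts thus limited the simulated trend, and the real E14.5 library holds 200299 back-splice reads. For late against early circRNAs, 57 of 200 were recovered and 31 of 49 where the mean was at least 20 counts. Low counts were therefore not the only limit of that simulated test. A dispersion of 0.1 was set and no whole circRNAs were lost. The real data can therefore have other limits and a lower recovery.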

Differences from the paper's values

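A gap is called closed below where the larger of the 2 values is at most 1.5 times the smaller, or, for a correlation, where they differ by no more than the error, so a closed gap does not mean equal values.

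For the lowest Pearson correlation of lncRNAs between 2 stages, the paper shows about 0.95 in Fig. 1c, read by eye, and the value here was 0.425. None of the alternatives set before the data were examined closed the gap, with 0.2935 for Spearman's rho, 0.457 and 0.336 for log2(RPM + 1) and log2(RPM + 0.1), and 0.296 without the 10 most abundant. Over all genes of the noncoding table, an alternative chosen after seeing the values, it was 0.949, which closes the gap. That set includes the abundant Rn7sk, Rn7s1, Rn7s2, Rpph1 and Rmrp, so its value does not describe lncRNAs alone. Retention in at least 2 libraries, also chosen after seeing the values, gave 0.425 and did not.

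For lncRNAs that change over time, the paper gives 1755, against 221 here. None of the alternatives set before the data were examined closed the gap: library totals without TMM gave 232, DESeq2 367, no filter 593, a straight line 191, days after conception 122, a Gaussian regression 0 (235 at an unadjusted p under 0.05), a negative binomial regression with theta 10 974, and leaving out 1 library 73 to 274. With theta 10 and retention in at least 2 libraries, chosen after seeing the values, 1411 were found, which is within 1.5 times of the paper's number. Retention in at least 2 libraries alone (315), the same with theta 10 on RPM values (309) and transcripts in place of genes (225), also chosen after seeing the values, did not.

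For circRNAs that change over time, the paper gives 17468, against 223 here. None of the alternatives set before the data were examined closed the gap: library totals without TMM gave 193, DESeq2 454, no filter 787, a straight line 118, days after conception 69, a Gaussian regression 5, theta 10 9007, and leaving out 1 library 0 to 1946 (2058 without E14.5 and 2753 without P7 at an unadjusted p under 0.05, where the count was 0). Chosen after seeing the values, theta 10 with retention in at least 2 libraries gave 15101 on counts and 20231 on RPM values, both within 1.5 times of the paper's number. Retention in at least 2 libraries alone (1003) and scaling to all sequenced reads (851), also chosen after seeing the values, did not.

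For circRNAs higher in the late stages in the screen, the paper gives 54, against 34 here. Of the alternatives set before the data were examined, TMM (52) came closest, a mean RPM above 500 (78) and leaving out P1 (36) or P7 (38) came within 1.5 times, and adult over E14.5 (35) and leaving out E14.5 (35), P12 (29), P17 (32) or adult (30) did not. For those lower, the paper gives 14, against 30 here. TMM (14) closed this gap, and adult over E14.5 (39), a mean RPM above 500 (101) and leaving out 1 library (24 to 39) did not. Fold changes per sequenced read, chosen after seeing the values, gave 74 and 10, both within 1.5 times. The paper's total of 66 is that of TMM, while its 2 parts add up to 68.

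For the lncRNAs of Fig. 3d that are lower late, the paper gives 13, against 8 here, and neither adult over E14.5 (8) nor TMM (8) closed the gap. The 5 others in the figure are not in the table. For the miRNAs of Fig. 4d that are lower late, the paper gives 9, against 18 here; TMM (9) closed the gap and adult over E14.5 (17) did not. The mean number of reads per lncRNA-seq library is 100857676 in the paper, against 31686416 here for the library total implied by the RPKM values, and no alternative was set for it. Whether the latter counts reads, read pairs or assigned fragments is not stated.

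Some settings reach values of the paper where the main value already lay within the limits. An RPM above 1 in at least 2 libraries, set before the data were examined, gave the paper's totals of 27319 circRNAs and 704 miRNAs. Used for the other results after seeing the values, it gave the paper's 10234 circRNAs at E14.5 and 95.45% of miRNAs in all stages, and 16.48% of circRNAs against the paper's 16.47%. The paper's adult number, 22703, is the number at P17 under this setting, where adult had 21447.

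From qRT-PCR and its sequencing, the paper describes all the ncRNAs selected for the network as rising in development. The qRT-PCR values were not used here. The ratio of adult to E14.5 was 0.915 for circCDYL and 1.88 for circDYM with library totals, 1.58 and 3.25 with TMM, and 3.50 and 7.21 per sequenced read, a scaling chosen after seeing the values. With library totals, a circRNA is given as a share of the back-splice reads. Those reads were 3.831 times as large a share of the sequenced reads in adult as at E14.5, so the sequencing ratios do not decide against the qRT-PCR. The paper places miR-16-5p among the miRNAs that rise, and its log2 ratio of late to early was -0.63, or 0.23 with TMM. The paper calls circRNAs the most variable class, while the lowest Pearson correlation was 0.548 for circRNAs, 0.501 for miRNAs and 0.425 for lncRNAs. On both log2 scales the circRNA value was the lowest. Over all genes of the noncoding table, chosen after seeing the values, 0.949 took the place of 0.425 and lay above the circRNA value. That set includes the abundant Rn7sk, Rn7s1, Rn7s2, Rpph1 and Rmrp, not counted as lncRNAs here. The value 0.949 therefore does not rank lncRNAs against circRNAs. The paper's upper limit for the exons of the 4 circRNAs of Fig. 5 lies below the 6 exons of circRPGRIP1, which are exons 5 to 10 in its figure and here.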

Other observations

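All tests in this part were chosen after the results they concern had been seen, apart from the repeats of the fits on other orders and splits of the libraries.

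The fits were repeated on other arrangements of the same libraries. The real order gave more trends than any other among 100 for each class, so 1 order in 100 reached as many, with 49, 58 and 230 calls in the next largest orders for lncRNAs, circRNAs and miRNAs. A chance order of libraries is argued against for these counts, although each stage is a single library, so what differs between libraries for other reasons cannot be separated from stage. For late against early stages, 10 of 10 splits of lncRNAs and 10 of 10 of circRNAs gave as many calls as the real split, since all gave 0 (327 lncRNAs and 2989 circRNAs at an unadjusted p under 0.05 in the real split). For miRNAs 1 of 10, the real one, gave as many. With 10 splits chance cannot be excluded.

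More circRNAs in adult than at E14.5 were not a matter of sequencing depth alone, since the adult library had 1.097 times the sequenced reads of E14.5. Back-splice reads did not account for all of the difference between adult and E14.5. After downsampling with at least 2 reads, the ratio of detected circRNAs was 1.285. In adult 12.35% of host genes still had at least 7 isoforms, against 8.45% (7.63 to 9.34%) at E14.5. By the same rule P1 already had 13802 circRNAs, against 11133 at E14.5 and 14304 in adult, and 10.74% of host genes with at least 7 isoforms. Most of the remaining rise in circRNAs thus lay between E14.5 and P1 and rests on the single E14.5 library. The share of circRNA reads among the sequenced reads was 3.831 times as high in adult. A difference in RNase R treatment between libraries and a rise of circRNAs with development both stay open and cannot be told apart with 1 library per stage.

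Some circRNAs had 0 reads in a library between 2 stages with many. Among 4201 cases in which the neighbouring stages led to at least 50 expected reads, 166 were 0, in 159 circRNAs: 76 of 798 at P1, 16 of 686 at P7, 66 of 1007 at P12 and 8 of 1710 at P17. Sampling of reads is argued against, since a negative binomial gave 2.109 expected zeros. For ends shifted by a few bases, 0 zeros had another circRNA with reads within 10 bp. This does not decide on them, since only circRNAs found by both programs were kept. Ends shifted in a single program would thus be missing from the counts. No case held 2 to 9 reads, while 205 held 10 to 49, so there were 0 cases of such partial loss. A candidate explanation is that circRNAs were kept or dropped as a whole in a library during processing, such as by the requirement that both programs find them. Among lncRNAs 1 of 3857 such cases was 0, and among miRNAs 0 of 1714. Of the 106 circRNAs with a mean RPM above 1000, 10 had 0 reads in a library. A change with stage was not tested.

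The median log2 ratio of late to early RPM of miRNAs was -1.09, with 167 higher and 468 lower. Without the 10 most abundant miRNAs it was -0.694, with 209 higher and 426 lower, and without the 5 and the 10 whose share of the reads rose most it was -0.51 and -0.33, the last with 267 higher and 368 lower. A larger share of reads on these miRNAs is therefore not the whole cause, although it accounts for a part that depends on the miRNAs removed. With TMM the median was -0.04. The rest of the fall stays open, and a change with development is among the explanations not tested.

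The Pearson correlations of lncRNAs did not follow the order of the stages. Without the 10 most abundant lncRNAs, that of P12 and P17 rose from 0.425 to 0.649 and that of E14.5 and P12 fell from 0.951 to 0.449. A few abundant lncRNAs may therefore set these values. Malat1 had 4036, 2259, 5858, 1391, 19300 and 8504 RPM over the 6 stages in order, and Gm26232 had 6280, 5009, 2162, 3112, 255.7 and 748.1. Why these 2 differ between libraries was not tested.

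Marker genes were examined through their circRNAs, since mRNAs were not analysed here. Of 7 lens genes (Cryaa, Crygs, Cryba1, Crygd, Crygc, Mip, Bfsp1), 1 had a circRNA, circBFSP1, with a mean of 84.0 RPM and a log2 ratio of late to early of 0.34. Lens RNA in the samples cannot be told from expression in the retina with 1 lens gene that forms a circRNA. Of 7 genes of the pigment epithelium (Rpe65, Rlbp1, Rgr, Ttr, Tyrp1, Dct, Pmel), 4 had circRNAs, the highest being circPMEL with 5.98 RPM. Its log2 ratio of -2.33 rests on 6 reads at E14.5 and 5 in adult. circRGR had reads only at P17 (5) and in adult (6), circRPE65 only at P17 (2) and circRLBP1 only at P12 (2). A noncoding transcript of Rpe65 had a mean of 0.5752 RPM, with 1 read at P1, 60 at P17, 30 in adult and 0 at the other stages. Its reads were thus nearly all from P17 and adult, but so few reads do not decide on pigment epithelium RNA. Of 6 blood genes (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Hbb-y, Alas2), 0 had a circRNA, which does not decide on blood RNA. Of 5 genes of progenitors and the cell cycle (Mki67, Top2a, Ccnd1, Fgf15, Sfrp2), 2 had circRNAs, the highest being circTOP2A with a log2 ratio of -4.33. For the sex of the mice, circXIST had a mean of 11.75 RPM and the 4 Y-linked genes all had circRNAs, the highest being circUTY with 186.6 RPM.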
